# Crosstalk of heat shock proteins and antioxidants with peroxisome biogenesis supports wheat thermotolerance

**DOI:** 10.1038/s41598-026-48451-0

**Published:** 2026-05-10

**Authors:** J. E. Shenoda, Marwa N. M. E. Sanad, Aida A. Rizkalla, Mona H. Hussein, S. El-Assal

**Keywords:** Wheat thermotolerance, Gene expression, Peroxisome biogenesis, Heat shock proteins (HSPs), Antioxidant enzymes, Phenotype-gene association analyses, Genetics, Molecular biology, Plant sciences, Climate sciences

## Abstract

Rising temperatures globally impose coupled proteotoxic and oxidative stresses that limit spring wheat (*Triticum aestivum*) productivity, yet how protein quality control, redox homeostasis, and peroxisome dynamics are coordinately regulated during thermotolerance remains unclear. Here, we investigated the integrated roles of heat shock proteins (HSPs), antioxidant defenses, and peroxisome biogenesis in two contrasting wheat genotypes differing in heat stress tolerance at anthesis**:** Misr2 (tolerant) and Line4 (susceptible). Heat responses were characterized by osmoprotectant accumulation (total soluble sugars, proline), oxidative stress markers (malondialdehyde, hydrogen peroxide), antioxidant enzyme activities (CAT, SOD, POX), peroxisome abundance, and expression of stress-responsive genes. Integrated phenotype–gene association analyses distinguished thermotolerant and susceptible responses in Misr2 and Line4 by resolving coordinated regulatory modules. Expression profiles of eight candidate genes (*TaHSP70, TaHSP90, TaSOD, TaCAT1, TaPEX11.3, TaPEX11.4, TaFIS1A, and TaDRP5B*), analyzed in conjunction with phenotypic traits, revealed modular gene networks linking antioxidant defenses, HSP-mediated proteostasis, and peroxisome proliferation. *TaHSP70, TaPEX11.4, and TaCAT1* functioned as regulatory hubs, *TaDRP5B* and *TaSOD* as phenotypic switch nodes, and *TaPEX11.3, TaFIS1A*, and *TaHSP90* as context-dependent responders. Together, these findings uncover modular crosstalk among heat-stress pathways that underpin wheat thermotolerance, providing molecular targets for breeding heat-resilient cultivars under climate change.

**Supplementary Information:**

The online version contains supplementary material available at 10.1038/s41598-026-48451-0.

## Introduction

Heat stress ranks among the most serious abiotic constraints limiting global wheat (*Triticum aestivum*) productivity, and climate change is expected to intensify this threat by increasing the frequency, duration, and severity of heatwaves^1^. Wheat yields are particularly sensitive to temperature increases, with production projected to decline by approximately 6% for every 1 °C rise in average seasonal temperature^2^. In field-grown wheat, exposure to high temperatures during anthesis and grain filling can reduce yields by up to 40%^3,4^.

In arid and semi-arid regions such as Egypt, heat-induced yield penalties are exacerbated by high baseline temperatures and frequent heat episodes during critical reproductive stages, constraining domestic wheat productivity. As a result, despite sustained cultivation efforts, Egypt currently imports more than half of its wheat demand, making wheat a strategic food security–critical crop (FAOSTAT)^5^. Reducing yield losses caused by heat stress is therefore a key prerequisite for narrowing the production–consumption gap. Addressing this challenge requires identifying and breeding heat-tolerant wheat genotypes that maintain productivity under rising temperatures.

At the cellular level, heat stress disrupts homeostasis by triggering the overproduction of reactive oxygen species (ROS), which leads to oxidative damage in organelles such as chloroplasts and mitochondria^6^. While ROS act as essential signaling molecules at moderate levels, their excessive accumulation causes lipid peroxidation, chlorophyll degradation, damage to thylakoid membranes, and impaired photosynthesis^7–11^. Plants mitigate these effects by activating a range of protective mechanisms, including the accumulation of osmoprotectants (e.g., proline and soluble sugars)^11–13^, the expression of heat shock proteins (HSPs)^14^, adjustments in carbon allocation and soluble sugar metabolism^15^ activation of stress-related signaling pathways, and enhancement of antioxidative systems such as superoxide dismutase (SOD), catalase (CAT), and peroxidase (POX)^16,17^. Notably, heat-induced antioxidant and biochemical responses have been shown to vary across wheat developmental stages, including anthesis and grain filling^18–21^.

Heat shock proteins, including HSP70 and HSP90, act as molecular chaperones that prevent protein misfolding and aggregation at elevated temperatures^22,23^. Cells tightly regulate the expression of genes that promote the synthesis of heat shock proteins through temperature sensing, signal transduction, and the binding of heat shock transcription factors to specific DNA elements^24^. Although the roles of these protective components—including antioxidant defenses, heat shock proteins, and osmoprotectant accumulation—are well documented individually under abiotic stress conditions^8,13,14^, the regulatory coordination and potential crosstalk among these pathways remain poorly understood, particularly under field heat stress conditions.

In addition to the well-characterized roles of antioxidant enzymes and heat shock proteins, peroxisomes have recently gained attention for their involvement in maintaining cellular redox balance under abiotic stress conditions^25,26^. These organelles play a central role in the generation and detoxification of ROS, particularly hydrogen peroxide (H₂O₂), making them integral to the plant’s oxidative stress response^27,28^. Biochemical quantification of peroxisome abundance is a potential biomarker of plant responses to abiotic stress and stress tolerance, as previously demonstrated in several studies^29–31^. The ability of peroxisomes to proliferate in response to environmental stimuli highlights their metabolic plasticity and adaptability toward fluctuating redox demands and enhanced ROS detoxification under stress conditions^26–28^. Despite this, the regulatory coordination between peroxisome biogenesis and other heat-responsive pathways, such as antioxidant defense and HSP expression, remains largely unexplored, particularly in wheat, especially under field conditions.

Recent studies have further emphasized the importance of genotype-specific mechanisms in heat stress tolerance. For example, Pratap et al.^32^ investigated the mechanisms underlying heat stress tolerance by comparing physiological responses, yield performance, and proteome profiles of two heat-susceptible and two heat-tolerant wheat cultivars. Their findings revealed apparent differences in regulatory networks, stress protein abundance, and heat-responsive signaling pathways between the contrasting genotypes. Similarly, in wheat (*Triticum aestivum*),^12^ reported marked upregulation of heat-responsive genes and accumulation of biochemical markers associated with terminal heat stress tolerance.

We hypothesize that heat tolerance in wheat involves coordinated mechanisms that limit cellular damage and regulate reactive ROS homeostasis. Accordingly, genes associated with these protective processes are expected to exhibit regulatory crosstalk, with network organization differing between heat-tolerant and susceptible genotypes. Based on this premise, we focused our investigation on potential interactions among genes involved in peroxisome biogenesis, antioxidant activity, and heat shock protein expression to uncover regulatory mechanisms underlying thermotolerance. This study addresses critical gaps in understanding genotype-specific responses to heat stress by identifying distinct molecular networks in tolerant versus susceptible wheat genotypes. Together, these findings provide insights that can inform future breeding strategies for developing heat-resilient cultivars.

## Results

### Grain yield in response to heat stress

Delaying the sowing date by 57 days increased the seasonal minimum and maximum temperatures by 1.89 and 3.44 °C, respectively (See Figure S1). Heat-stressed plants experienced higher temperatures from the onset of anther development until sampling compared with non-stressed plants. Under control conditions, the grain yield of Misr2 was 770.33 ± 39.44 g/m^2^, while Line4‘s grain yield was 633.45 ± 9.30 g/m^2^ (Fig. 1). Heat stress reduced grain yield by 49% in Misr2 (389.79 ± 36.22 g/m^2^) and by 57% in Line4 (273.25 ± 7.60 g/m^2^), confirming Misr2’s greater resilience to heat stress.

**Fig. 1:**
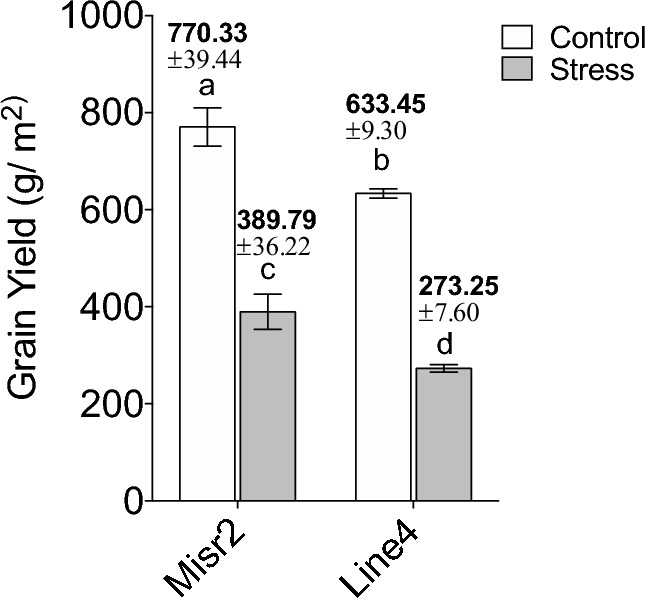
Grain yield (g/m2) of two wheat genotypes, Misr2 (tolerant) and Line4 (susceptible), under control and heat stress conditions. Heat stress induced by late sowing resulted in significant reductions in grain yield for both genotypes. Misr2 maintained higher productivity (389.79 ± 36.22 g/m2) compared to Line4 (273.25 ± 7.60 g/m2) under stress. Values represent means ± standard deviation from three biological replicates. Different letters (a, b, c, d) indicate statistically significant differences (p < 0.05) as determined by [e.g., ANOVA with Tukey’s test].

### Genotype-specific physiological responses to heat stress

Heat stress markedly increased H₂O₂ levels in both genotypes compared with normal sowing, indicating enhanced ROS accumulation (Fig. 2). However, neither genotype, treatment, nor their interaction significantly affected chlorophyll a, chlorophyll b, carotenoids, or total pigment content (Fig. 3A–D), suggesting both genotypes maintained photosynthetic pigment stability under heat stress.

**Fig. 2:**
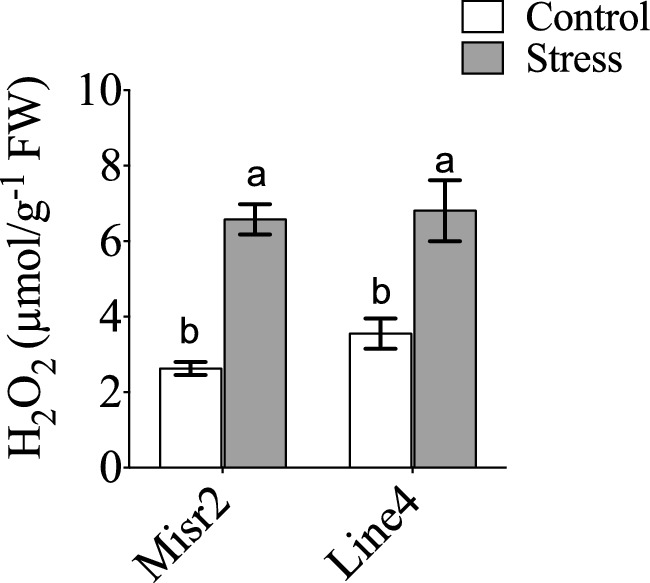
Effect of heat stress on hydrogen peroxide content (H_2_O_2_) in the tolerant (Misr2) and susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at *P* = *0.05* by Tukey’s test, capped bars represent SD.

**Fig. 3:**
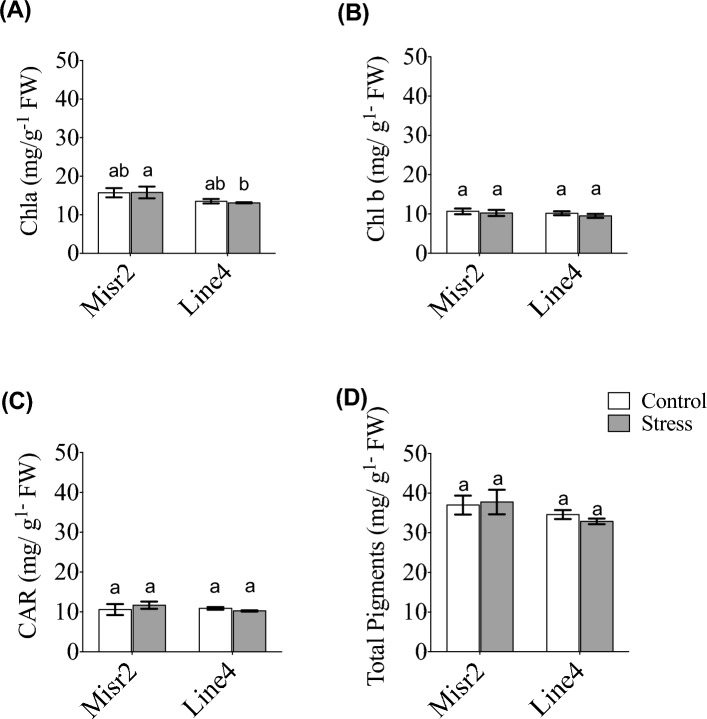
Effect of heat stress on (**A**) chlorophyll a (*Chl a*), (**B**) chlorophyll b (*Chl b*), (**C**) total carotenoids (CAR), and (**D**) total pigments in the tolerant (Misr2) and susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at *P* = *0.05* by Tukey’s test, capped bars represent SD.

In terms of biochemical adjustments, heat stress elevated total soluble sugars (TSS) and malondialdehyde (MDA) levels in both genotypes (Fig. 4A,C). Although the two genotypes did not differ significantly in proline content under stress, Misr2 accumulated more proline than Line4 relative to their respective control levels (Fig. 4B). Misr2 also maintained higher TSS levels than Line4 under heat stress (Fig. 4A). These results indicate that TSS and proline may contribute to Misr2’s superior heat tolerance.

**Fig. 4:**
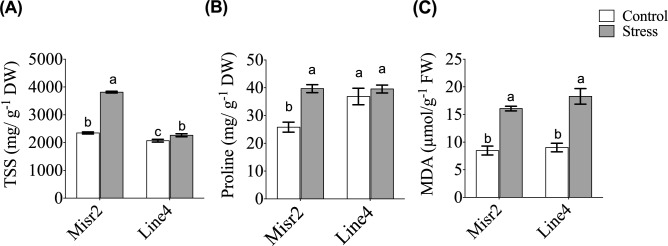
Effect of heat stress on (**A**) total soluble sugars (TSS) , (**B**) proline content , and (**C**) malondialdehyde (MDA) in the tolerant (Misr2) and susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at *P* = *0.05* by Tukey’s test, capped bars represent SD.

Regarding antioxidant enzyme activity, heat stress increased POX, SOD, and CAT activity in both genotypes (Fig. 5A–C). Although the genotypes did not differ significantly under stress, Misr2 showed a greater fold increase in POX and CAT relative to its control (Fig. 5A,C). SOD activity was notably higher in Misr2 following heat stress. At the same time, Line4 showed no significant change in the same parameter compared with its control (Fig. 5B). Heat stress also significantly increased peroxisome abundance in the flag leaves of both genotypes (Fig. 6). Misr2 maintained more than twice the peroxisome abundance of Line4 under control conditions and retained the highest levels under stress, demonstrating a greater inherent capacity to mitigate oxidative damage.

**Fig. 5:**
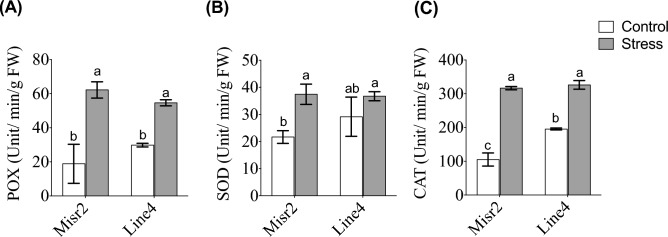
Effect of heat stress on (**A**) peroxidase (POX), (**B**) superoxide dismutase (SOD), and (**C**) Catalase (CAT) activities, in the tolerant (Misr2) and susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at *P* = *0.05* by Tukey’s test, capped bars represent SD.

**Fig. 6:**
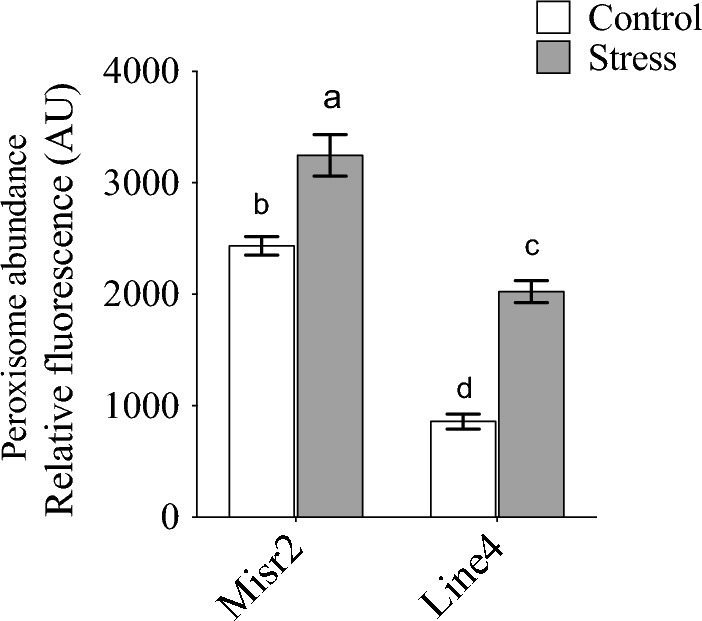
Average flag leaf peroxisome abundance of the tolerant (Misr2) and the susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at *P* = *0.05* by Tukey’s test, capped bars represent SD.

### Gene expression of stress-related genes

Heat stress strongly upregulated *TaHSP70* in Misr2 by ~ 4.5-fold relative to the control. 

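Transcript levels of 8 target genes were measured by quantitative real-time PCR in flag leaves of Misr2 and Line4 collected 7 days after anthesis. Control plants were sown on the normal date and stressed plants 57 days later, and the maximum temperature at sampling was 26.6 °C and 33.5 °C, respectively. Each of the 4 groups had 3 biological replicates with 3 technical wells, which gave 9 wells per gene and group and 72 wells per group. The authors deposited the raw threshold cycle (Ct) of every target well, the cycle at which fluorescence crossed the threshold, so a Ct higher by 1 cycle corresponds to a halving of template at full PCR efficiency. The 288 deposited values lay between 26.0 and 35.7 cycles of the 40 that were run. The ΔCt values, Ct of the target minus Ct of *Actin-7*, came from the supplementary workbook of the paper, and Ct minus ΔCt gave the *Actin-7* Ct that had been subtracted for each gene. Technical wells were averaged, and −ΔCt of the biological replicates was compared between stress and control on the log2 scale with limma, with 1 model for the 4 groups and Benjamini-Hochberg adjustment over the 8 genes. The median SD between biological replicates was 0.108 cycles for ΔCt. On raw Ct it was 0.0800 cycles between biological replicates and 0.130 cycles between technical wells. The p-values may therefore rest largely on well noise rather than on differences between plants. The plants were given no replicate numbers in the labels, so the sets of 3 successive wells were taken as biological replicates, the grouping that gave the authors' fold changes. The *Actin-7* Ct subtracted within one group differed between target genes. It ranged over the 8 genes from 30.1 to 33.1 cycles in the Misr2 control, from 30.8 to 34.1 in stressed Misr2, from 31.2 to 36.3 in the Line4 control and from 30.8 to 34.9 in stressed Line4, whereas its median SD between replicates was at most 0.0789 cycles in any group.

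**Figure D1:**
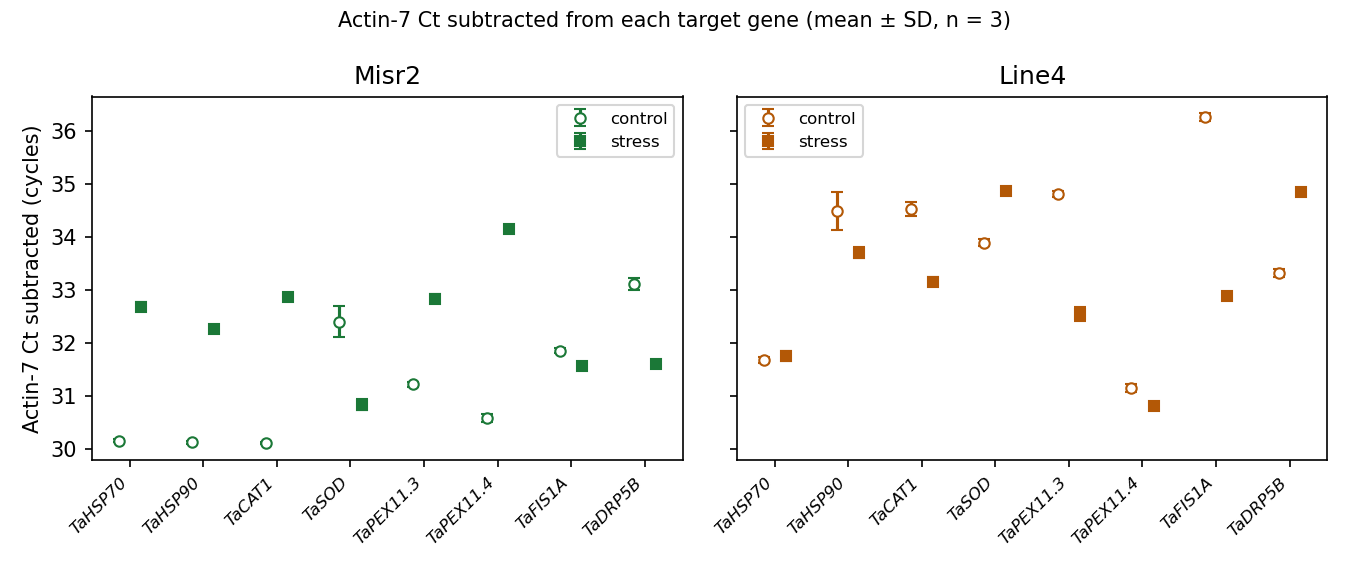
*Actin-7* Ct subtracted from each of the 8 target genes, in cycles on the vertical axis, for control (open circles) and stressed (filled squares) plants of Misr2 (left) and Line4 (right). Symbols are means and bars are SD over 3 biological replicates, and within stressed Misr2 the values lie between 30.8 cycles for *TaSOD* and 34.1 cycles for *TaPEX11.4*.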

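In Misr2, the ΔCt of *TaHSP70* was 1.54 ± 0.0904 (SD, n = 3) in the control and −0.522 ± 0.0964 (SD, n = 3) under stress. The log2 change was 2.06 (SE 0.113, limma adjusted p = 1.05e-18), which corresponded to a relative expression of 4.19 ± 0.274 (SD, n = 3) times the control mean. Every stressed replicate was above every control replicate (two-sided exact permutation test, p = 0.1, the smallest p that 3 replicates against 3 allow). With each Misr2 replicate left out in turn, the log2 change stayed between 2.03 and 2.12. The raw Ct of *TaHSP70* rose by 0.462 cycles under stress, while the *Actin-7* Ct subtracted for this gene rose by 2.53 cycles. Without a reference gene, the direction was therefore the opposite, with a log2 change of −0.46 (limma adjusted p = 1.34e-05), and this was the alternative that moved the result most. Raw Ct carries any unequal cDNA input. The log2 change was 1.11 with one *Actin-7* Ct per replicate common to the 8 genes (limma adjusted p = 1.35e-12). With the mean of the 8 target genes it was 1.76 (limma adjusted p = 1.55e-24).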

Still only minimally and non-significantly in Line4 (Fig. 7A). In contrast, heat stress significantly downregulated *TaHSP90* in Line4, whereas it did not significantly alter its expression in Misr2 (Fig. 7B).

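In Line4, *TaHSP70* reached 1.13 ± 0.0911 (SD, n = 3) times the control mean, and the control replicates themselves had an SD of 0.10. The log2 change of 0.17 (SE 0.113) did not pass the threshold (limma adjusted p = 0.135), and the stressed and control replicates overlapped (two-sided exact permutation test, p = 0.2). Neither the raw Ct, which shifted by −0.112 cycles (limma adjusted p = 0.159), nor the subtracted *Actin-7* Ct, which shifted by 0.0619 cycles (limma adjusted p = 0.341), changed by more than the replicate error. With one *Actin-7* Ct per replicate common to the 8 genes, the log2 change was −1.003 (limma adjusted p = 1.99e-11), and with the mean of the 8 target genes it was 0.40 (limma adjusted p = 8.28e-06).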

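For *TaHSP90*, stressed Line4 plants had 0.0542 ± 0.00332 (SD, n = 3) times the expression of their control, a log2 change of −4.21 (SE 0.140, limma adjusted p = 3.29e-25). Its mean Ct in stressed Line4 was 35.2 cycles, and once wells above 35 cycles were left out, no change could be computed for this gene in Line4. Stressed Misr2 plants had 0.498 ± 0.10 (SD, n = 3) times the control expression, a log2 change of −1.02 (SE 0.140, limma adjusted p = 2.57e-08). The 3 stressed Misr2 replicates lay between 0.440 and 0.614, below every control replicate (two-sided exact permutation test, p = 0.1, the smallest possible). The decrease was 3.18 log2 units smaller in Misr2 than in Line4 (SE 0.198, limma adjusted p = 6.63e-17 for the difference between genotypes). On raw Ct, without a reference gene, this difference was 0.25 (limma adjusted p = 0.105). In the authors' deposited table, the first Misr2 replicate has a *TaHSP90* fold change of 0.654, against 0.441 from the ΔCt values.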

**Fig. 7:**
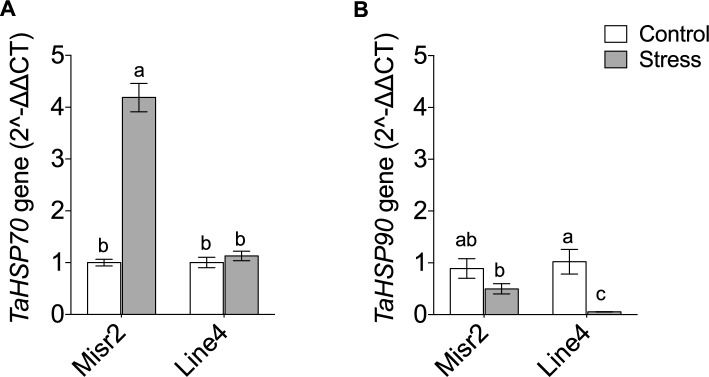
Expression profiling of (**A**) *TaHSP70* and (**B**) *TaHSP90* in the tolerant (Misr2) and the susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at *P* = *0.05* by Tukey’s test, capped bars represent SD.

For antioxidant-related genes, heat stress upregulated *TaCAT1* in both genotypes without producing distinct expression patterns between them (Fig. 8A). In contrast, it downregulated *TaSOD* in Misr2 but upregulated it in Line4 relative to their respective controls (Fig. 8B).

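*TaCAT1* expression under stress was 1.82 ± 0.205 (SD, n = 3) times the control in Misr2 and 1.48 ± 0.0745 (SD, n = 3) times in Line4. The log2 changes were 0.86 (SE 0.126, limma adjusted p = 8.98e-08) and 0.57 (SE 0.126, limma adjusted p = 8.29e-05). The 2 changes differed by 0.29 log2 units (SE 0.178, limma adjusted p = 0.111), which did not pass the threshold. With the median of the technical wells in place of the mean, that difference was 0.48 (limma adjusted p = 0.0246). The raw Ct of *TaCAT1* rose by 1.89 cycles in Misr2 and shifted by −1.94 cycles in Line4, and the subtracted *Actin-7* Ct shifted by 2.75 and −1.37 cycles. Without a reference gene, the log2 change in Misr2 was −1.89, and with a common *Actin-7* Ct it was −0.32 (limma adjusted p = 0.00952). With the mean of the 8 target genes it was 0.33 (limma adjusted p = 0.000397). Raw Ct values of *TaCAT1* and *TaDRP5B* shared their last 4 decimals in 15 pairs, and the cause was not tested.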

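*TaSOD* fell in Misr2 to 0.0825 ± 0.000328 (SD, n = 3) times its control, whose replicates had an SD of 0.140 around their mean, and rose in Line4 to 1.73 ± 0.372 (SD, n = 3) times its control. The corresponding log2 changes were −3.60 (SE 0.126, limma adjusted p = 1.36e-24) and 0.77 (SE 0.126, limma adjusted p = 1.07e-06). Each stressed replicate moved down in Misr2 and up in Line4, and the difference between genotypes was −4.37 log2 units (SE 0.179, limma adjusted p = 2.64e-22). The raw Ct rose in both genotypes, by 2.04 cycles in Misr2 and by 0.204 cycles in Line4. The subtracted *Actin-7* Ct shifted by −1.56 cycles in Misr2 and by 0.976 cycles in Line4. In the Line4 control, 7 of 9 wells had the same subtracted value, 33.9338, and the cause of this repetition was not tested. Without a reference gene, the log2 change in Line4 was −0.20 (limma adjusted p = 0.0624), and with a common *Actin-7* Ct it was −1.32 (limma adjusted p = 2.66e-15).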

**Fig. 8:**
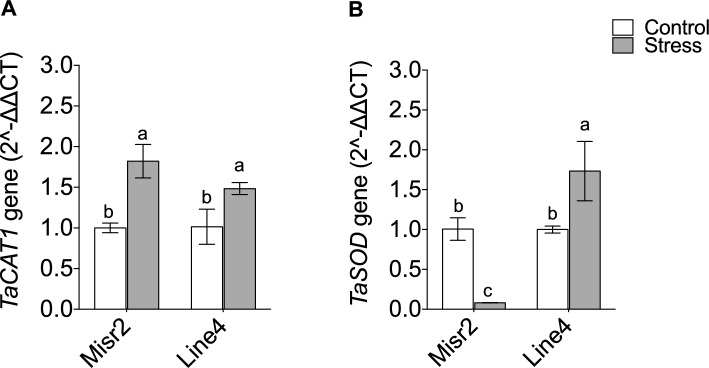
Expression profiling of catalase of (**A**) Catalase (*TaCAT1*) and (**B**) superoxide dismutase (*TaSOD*) in the tolerant (Misr2) and the susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at P = 0.05 by Tukey’s test, capped bars represent SD.

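Relative expression of *TaPEX11.3* under heat stress was 0.73 ± 0.0556 (SD, n = 3) times the control in Misr2 and 0.262 ± 0.0356 (SD, n = 3) times the control in Line4. The log2 change was −0.46 in Misr2 (SE 0.114, limma adjusted p = 0.000336) and −1.94 in Line4 (SE 0.114, limma adjusted p = 1.43e-17), so the decrease was 1.48 log2 units smaller in Misr2 (limma adjusted p = 1.59e-10). With a common *Actin-7* Ct this difference was 0.29 and did not pass the threshold (limma adjusted p = 0.0619). It was −2.39 without a reference gene (limma adjusted p = 3.69e-14) and −0.46 with the mean of the 8 target genes (limma adjusted p = 0.000223). In Line4 the raw Ct of this gene shifted by −0.323 cycles and the subtracted *Actin-7* Ct by −2.26 cycles, and the log2 change without a reference gene was 0.32 (limma adjusted p = 0.00027). Normalization to the mean of the 8 target genes gave 0.15 in Misr2 (limma adjusted p = 0.0649) and 0.62 in Line4 (limma adjusted p = 1.25e-09). Its Ct was late, at 35.2 cycles in stressed Misr2 and in the Line4 control. Relative expression of *TaFIS1A* under stress was 0.0261 ± 0.00232 (SD, n = 3) times the control in Misr2 and 0.0353 ± 0.00251 (SD, n = 3) times in Line4. Its log2 changes were −5.27 and −4.83 (SE 0.113 each), with a difference between genotypes of −0.44 (SE 0.160, limma adjusted p = 0.0111). The raw Ct of *TaFIS1A* rose by 4.97 cycles in Misr2, where the subtracted *Actin-7* Ct shifted by −0.292 cycles. In Line4 it rose by 1.45 cycles, and the *Actin-7* Ct subtracted for this gene shifted by −3.37 cycles. That *Actin-7* Ct was late in the Line4 control, at 36.3 cycles.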

Heat stress also caused genotype-specific changes in peroxisome biogenesis genes by downregulating *TaPEX11.3* and *TaFIS1A* in both genotypes (Fig. 9A,C). However, it strongly upregulated *TaPEX11.4* (~ 5.5-fold) in Misr2, with no significant change in Line4 relative to their respective controls (Fig. 9B). 

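Stressed Misr2 plants expressed *TaPEX11.4* at 5.73 ± 0.415 (SD, n = 3) times the control, with replicates from 5.31 to 6.14. The log2 change was 2.52 (SE 0.115, limma adjusted p = 4.23e-21). In Line4, expression under stress was 1.49 ± 0.188 (SD, n = 3) times the control, a log2 change of 0.57 (SE 0.115, limma adjusted p = 2.84e-05). Tukey's test, on which the paper's call of no significant change rests, was not run here. The lowest stressed Line4 replicate, at 1.36, was above every control replicate (two-sided exact permutation test, p = 0.1, the smallest possible). The increase was 1.95 log2 units larger in Misr2 than in Line4 (SE 0.162, limma adjusted p = 2.36e-13). In Misr2 the raw Ct rose by 1.04 cycles and the subtracted *Actin-7* Ct by 3.56 cycles, the largest shift among the 8 genes. Without a reference gene, the log2 change in Misr2 was −1.04 (limma adjusted p = 1.81e-10), and raw Ct carries any unequal cDNA input. It was 0.53 with a common *Actin-7* Ct (limma adjusted p = 3.83e-05) and 1.18 with the mean of the 8 target genes (limma adjusted p = 2.00e-18). The change in Line4 was −0.21 with a common *Actin-7* Ct (limma adjusted p = 0.0786). In Line4 it was 0.91 without a reference gene and 1.20 with the mean of the 8 target genes.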

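The ΔCt of *TaDRP5B* in Misr2 was −2.92 ± 0.0867 (SD, n = 3) in the control and 0.737 ± 0.122 (SD, n = 3) in stressed plants. Relative expression under stress was 0.0792 ± 0.00662 (SD, n = 3) times the control, a log2 change of −3.66 (SE 0.111, limma adjusted p = 1.62e-26). The raw Ct rose by 2.15 cycles, and the *Actin-7* Ct subtracted for this gene shifted by −1.52 cycles. Raw Ct values of *TaDRP5B* and *TaCAT1* shared their last 4 decimals in 15 pairs, and the cause was not tested. The log2 change was −0.57 with a common *Actin-7* Ct (limma adjusted p = 5.08e-06) and 0.08 with the mean of the 8 target genes (limma adjusted p = 0.324).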

Additionally, heat stress downregulated *TaDRP5B* in Misr2. 

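In Line4, *TaDRP5B* expression under stress was 1.98 ± 0.0718 (SD, n = 3) times the control, a log2 change of 0.99 (SE 0.111, limma adjusted p = 4.9e-10). The difference between Misr2 and Line4 was −4.65 log2 units (SE 0.157, limma adjusted p = 1.07e-24). Raw Ct also rose in Line4, by 0.547 cycles, with a rise of the subtracted *Actin-7* Ct by 1.53 cycles. The log2 change in Line4 was −0.55 without a reference gene (limma adjusted p = 2.63e-07), −1.66 with a common *Actin-7* Ct (limma adjusted p = 4.13e-20) and −0.25 with the mean of the 8 target genes (limma adjusted p = 0.00223).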

Still, it upregulated it in Line4 (Fig. 9D). These transcriptional responses demonstrate that the two wheat genotypes regulate protein stability, oxidative stress defense, and organelle biogenesis differently under heat stress.

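Of the 8 genes, 7 had a heat response that differed between Misr2 and Line4 (limma interaction contrast, adjusted p under 0.05), and *TaCAT1* was the exception. The replicates of *TaSOD* and *TaDRP5B* all moved in opposite directions in the 2 genotypes. Within genotypes, 8 genes passed the threshold in Misr2 and 7 in Line4. With the replicate block, in which stressed and control replicates with the same position in the well order were paired, the counts were also 8, 7 and, for the difference between genotypes, 7. The deviations of same-numbered replicates from their group means had a correlation of 0.154 in Misr2 and 0.156 in Line4. On raw Ct, 8 genes in Misr2 and 6 in Line4 passed the threshold, and the 8 in Misr2 were all lower under stress. The difference between genotypes changed direction for 4 of the 8 genes when no reference gene was used. From the changes normalized to *Actin-7*, the paper concludes that the genotypes regulate protein stability, oxidative stress defense and organelle biogenesis differently under heat stress.

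**Figure D2:**
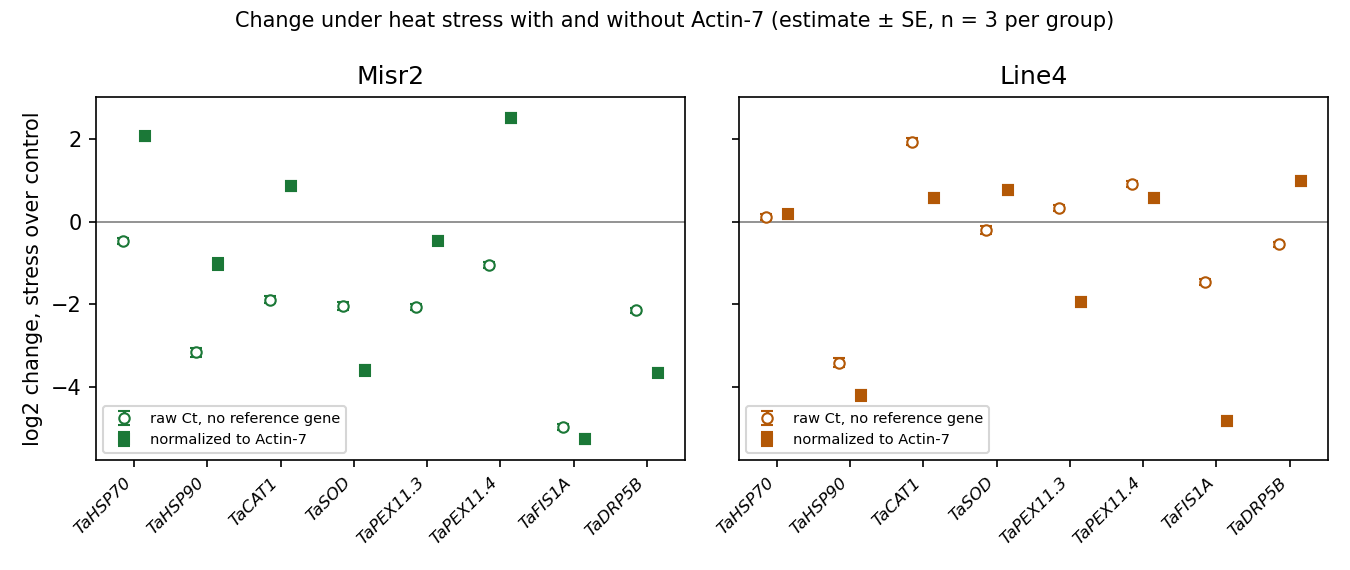
Log2 change under heat stress of each of the 8 genes in Misr2 (left) and Line4 (right), from raw Ct without a reference gene (open circles) and after normalization to *Actin-7* (filled squares), on a vertical axis in log2 units. Bars are SE from limma with 3 replicates per group, and in Misr2 the raw values are all below 0, whereas *TaHSP70*, *TaCAT1* and *TaPEX11.4* are above 0 after normalization.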

**Fig. 9:**
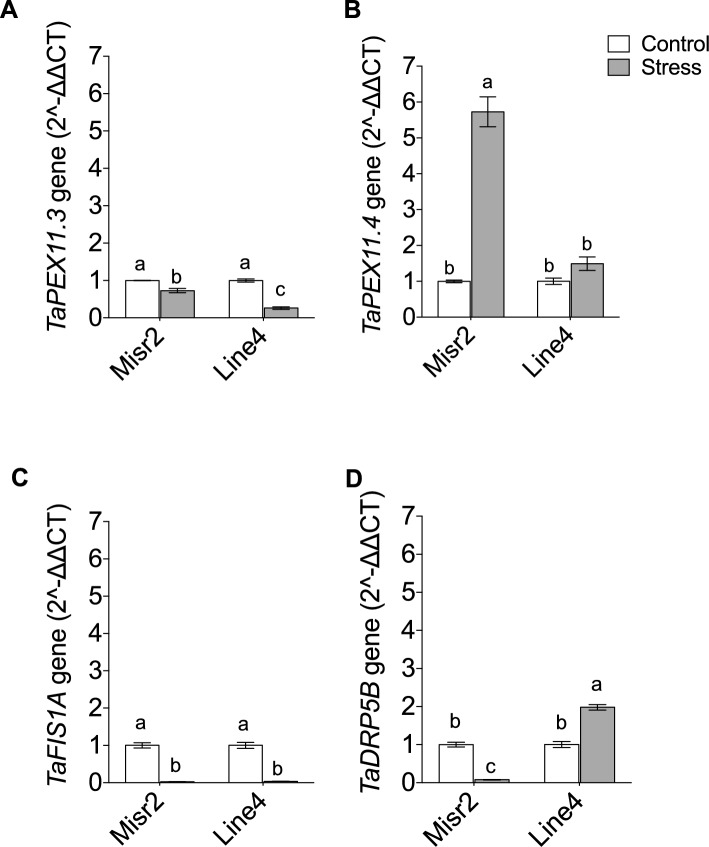
Expression profiling of peroxisome biogenesis genes (**A**) *TaPEX11.3*, (**B**) *TaPEX11.4*, (**C**) *TaFIS1A,* and (**D**) *TaDRP5B* in the tolerant (Misr2) and the susceptible (Line4) wheat genotypes grown under control and stress environments. Vertical bars with different lowercase letters above are significantly different between treatments (per genotype) at P = 0.05 by Tukey’s test, capped bars represent SD.

### Protein–protein interaction networks linked to heat stress response

The predicted protein–protein interaction (PPI) network among the eight encoded proteins (STRING database) showed medium confidence. The analysis did not detect direct interactions between heat shock, antioxidant, and peroxisome biogenesis proteins in wheat or their homologs. However, genes within each functional group exhibited internal co-expression relationships, and *TaHSP70* co-expressed with *TaSOD* (Fig. 10).

**Fig. 10:**
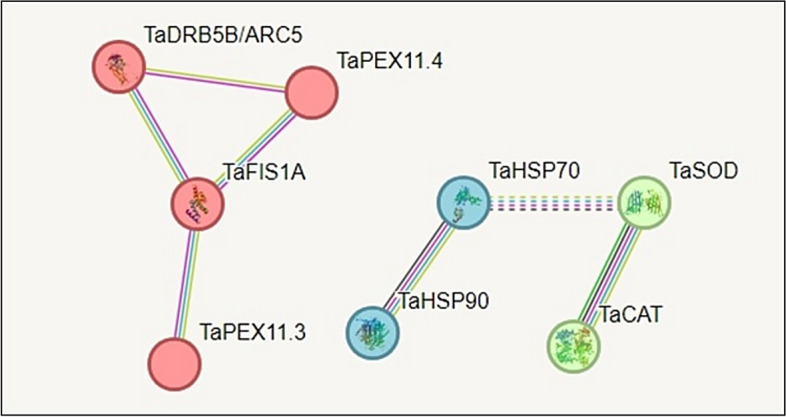
Predicted protein–protein interaction (PPI) model of heat shock proteins (HSP70, HSP90-1), antioxidant proteins (SOD, CAT), and peroxisomal biogenesis machinery proteins (PEX11.3, PEX11.4, FIS1A, DRP5B) using the protein sequences of wheat transcripts, the network developed by the STRING program (https://string-db.org/). Network edges: Line thickness indicates the degree of confidence in the data, supported by a P-value < 1.0e-16. The minimum protein–protein interaction (PPI) is at a medium confidence level of 0.700. Proteins were clustered into red (peroxisome network), blue (Heat shock protein network), and green (antioxidant protein network) colors using the K-means clustering approach.

### Correlation and principal component analysis (PCA)

Correlation and PCA analyses clarified wheat genotype-specific heat-stress-responsive strategies (Fig. 11; Table S1). In Misr2, ROS strongly correlated with MDA (r = 0.97), peroxisome abundance (r = 0.95), antioxidant enzymes (CAT, SOD, POX; r ≥ 0.96), proline, and TSS (r = 0.99 each). ROS also correlated positively with *TaHSP70* (r = 0.98), *TaPEX11.4* (r = 0.99), and *TaCAT1* (r = 0.92), but negatively with *TaHSP90*, *TaSOD*, *TaPEX11.3*, *TaFIS1A*, and *TaDRP5B* (r ≤ –0.83). In Line4, ROS-related traits clustered with osmoprotectants (MDA, TSS, proline), indicating a coordinated association between oxidative stress markers and osmoprotective responses that mitigate heat-induced cellular damage. PCA explained 93.1% of the variation in Misr2 and 86.1% in Line4 (Fig. 11; Table S1). Total soluble sugars and peroxisome abundance emerged as potential biomarkers for breeding heat-tolerant wheat genotypes.

**Fig. 11:**
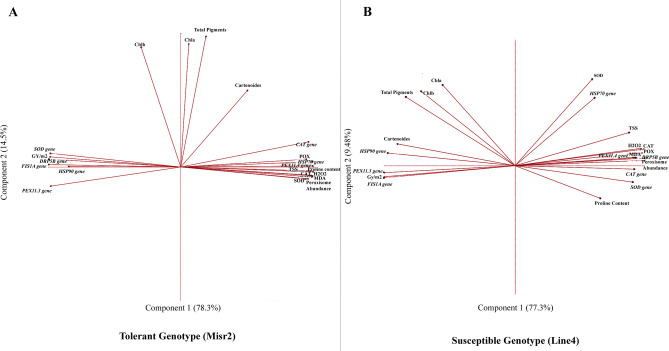
Principal components analysis (PCA), biplots obtained from physiological and gene expression data for (**A**) tolerant genotype (Misr2) and (**B**) susceptible genotype (Line4). The abbreviations refer to: *HSP gene* heat shock protein gene expression, *SOD gene* superoxide dismutase gene expression, *CAT gene* catalase gene expression, *PEX11.3 gene* peroxin11.3 gene expression, *PEX11.4 gene* peroxin11.4 gene expression, *FIS1A gene* mitochondrial fission1 gene expression, *DRP5B gene* dynamin-related protein 5B gene expression, *Chl* a chlorophyll a, *Chl* b chlorophyll b, *Car.* carotenoids, *TSS* total soluble sugars, *H*_*2*_*O*_*2*_ hydrogen peroxide, *MDA* malondialdehyde, *SOD* superoxide dismutase activity, *POX* peroxidase activity, *CAT* catalase activity, *GY/m*^*2*^ grain yield/m^2^.

### Differential gene network polarity defines genotypic heat stress response

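Pearson coefficients were computed for the 28 pairs of the 8 genes in each genotype over 6 replicates, 3 control and 3 stressed, from 2^−ΔΔCt values relative to the control mean. In Misr2, the absolute coefficient was at least 0.75 for all 28 pairs, the bound of the strong class in the legend of Fig. 12. The same holds for the coefficients of the paper's Table S1. The coefficients computed here differed from Table S1 by at most 0.00343 for pairs without *TaHSP90* and by up to 0.164 for pairs with it. Stressed and control replicates of Misr2 did not overlap for any of the 8 genes, so the 6 values of a gene form separate clusters of 3. The sign of each of the 28 coefficients in Table S1 was the sign given by the directions of the 2 genes' changes under stress, and no relation within control or within stress could be tested with 3 replicates. With the mean of the 8 target genes as the reference, 15 pairs were strong.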

The heat-tolerant wheat genotype, Misr2, formed a highly structured and polarized gene network (Fig. 12). In contrast, the susceptible genotype, Line4, displayed a fragmented architecture dominated by medium to weak correlations (Fig. 12). 

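In Line4, 21 of the 28 pairs had an absolute coefficient of at least 0.75, 7 were in the medium class from 0.25 to 0.75 and 0 were below 0.25. The counts in the paper's Table S1 are the same, and no coefficient differed from that table by more than 0.00231. Of the 7 medium pairs, 6 included *TaHSP70*, whose stressed and control replicates overlapped in Line4. With the 18 wells of the genotype in place of the 6 replicates, 7 pairs were strong in Line4 and 28 in Misr2. Wells of different genes are matched only by position, so this setting adds well noise and the count is no measure of weaker co-regulation. As in Misr2, all 28 signs were those given by the directions of the changes under stress. From these differences in strength and sign, the paper proposes genotype-specific regulatory networks.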

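Between Misr2 and Line4, the sign of the coefficient differed for 12 of the 28 gene pairs, and all 12 included *TaSOD* or *TaDRP5B*. Both of these genes changed sign with 6 of their 7 partners. The count of such pairs was 12 on the −ΔCt scale and with Spearman's coefficient, 16 without a reference gene, 15 with a common *Actin-7* Ct and 8 with the mean of the 8 target genes. In Line4, *TaHSP70* had 1 strong partner of 7, compared with 6 for *TaCAT1* and 6 for *TaPEX11.4*.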

*TaHSP70*, *TaCAT1*, and *TaPEX11.4* exhibited the highest connectivity and the most significant shifts in correlation polarity between genotypes. Specifically, six of seven *TaCAT1-*associated correlations showed the same polarity (positive to negative or vice versa) when comparing the heat-tolerant genotype Misr2 with the susceptible genotype Line4. In contrast, *TaHSP70* and *TaPEX11.4* showed five and three such polarity reversals, respectively. In addition, *TaPEX11.4* showed weaker associations, with four correlations decreasing from strong to moderate strength, consistent with its central position and multiple network connections.

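*TaCAT1* changed the sign of its coefficient with 2 of its 7 partners, *TaSOD* and *TaDRP5B*, both here and in the paper's Table S1. One strong coefficient of *TaCAT1* in Misr2 was below 0.75 in Line4. With a common *Actin-7* Ct, the sign differed for 5 partners, and without a reference gene for 4.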

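*TaHSP70* and *TaPEX11.4* also changed sign with *TaSOD* and *TaDRP5B* only, 2 partners for each gene. With a common *Actin-7* Ct, the sign differed for 5 partners of *TaHSP70* and for 5 of *TaPEX11.4*. Between Misr2 and Line4, 6 of the 7 strong coefficients of *TaHSP70* fell below 0.75.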

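Of the 7 strong coefficients of *TaPEX11.4* in Misr2, 1 was below 0.75 in Line4, the one with *TaSOD*. The other 6 were in the strong class in both genotypes.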

**Fig. 12:**
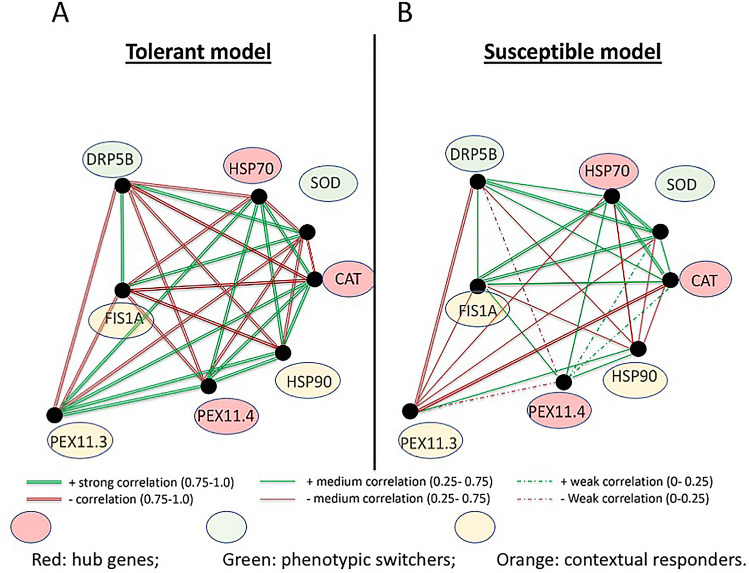
Correlation-based network model of heat shock proteins (*TaHSP70, TaHSP90*), antioxidant enzymes (*TaSOD, TaCAT*), and peroxisome biogenesis proteins (*TaPEX11.3, TaPEX11.4, TaFIS1A, TaDRP5B*) based on principal component analysis (PCA) loadings. Line styles represent correlation strength: double line = strong (r ≥ 0.75), solid line = medium (0.25 ≤ r < 0.75), dashed line = weak (r < 0.25). Colors indicate correlation direction (green = positive, red = negative). Node colors represent functional roles: red = hub genes, green = phenotypic switchers, orange = contextual responders. The models illustrate potential regulatory crosstalk in tolerant (**A**) and susceptible (**B**) genotypes.

In contrast, *TaPEX11.3*, *TaFIS1A*, *TaDRP5B*, *TaHSP90*, and *TaSOD* maintained stable co-regulation among themselves but showed genotype-dependent changes in their associations with the three hub genes. 

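Among these 5 genes there are 10 pairs, and the sign of the coefficient differed between Misr2 and Line4 for 6 of them. Of the 15 pairs of one of these genes with *TaHSP70*, *TaCAT1* or *TaPEX11.4*, the sign differed for 6. *TaSOD* or *TaDRP5B* was part of each pair whose sign differed.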

Specifically, in the heat-tolerant genotype Misr2, *TaPEX11.3* showed strong correlations with *TaHSP70*, *TaCAT1*, and *TaPEX11.4*, whereas these correlations reversed in the susceptible genotype Line4. 

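The coefficient of *TaPEX11.3* with each of the 3 genes was negative in both genotypes. The values in the paper's Table S1 are −0.983 with *TaHSP70*, −0.993 with *TaCAT1* and −0.975 with *TaPEX11.4* in Misr2, and −0.631, −0.872 and −0.919 in Line4. The coefficients computed here had the same signs, and *TaPEX11.3* fell under stress in both genotypes after normalization to *Actin-7*.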

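The sign of the coefficients with *TaHSP70*, *TaCAT1* and *TaPEX11.4* differed between Misr2 and Line4 for *TaSOD* and for *TaDRP5B*. For *TaFIS1A* it did not differ, and its 2 sign changes were with *TaSOD* and *TaDRP5B*.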

*TaFIS1A*, *TaDRP5B*, and *TaSOD* showed genotype-dependent sign reversals in their correlations with the hub genes. *TaHSP90* did not reverse correlation sign but instead shifted from strong with *TaPEX11.4* in Misr2 to a moderate correlation in Line4, consistent with overall network fragmentation in the susceptible genotype.

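*TaHSP90* and *TaPEX11.4* had a coefficient of −0.815 in Misr2 and −0.842 in Line4 in the paper's Table S1, and both are in the strong class. The sign for *TaHSP90* differed between genotypes with *TaSOD* and *TaDRP5B*. In Line4, 6 of its 7 coefficients were strong.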

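In Misr2, 3 genes were higher and 5 were lower under stress after normalization to *Actin-7*, and all 8 had stressed and control replicates that did not overlap. With 3 replicates against 3, such a separation arises by chance for 10% of comparisons. The direction counts depended on the reference, with 2 higher and 6 lower for a common *Actin-7* Ct, and 0 higher and 8 lower on raw Ct. Normalization to the mean of the 8 target genes centres the 8 changes on 0, so its counts do not bear on the balance of directions.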

Gene expression analysis revealed the upregulation of *TaHSP70*, *TaCAT1*, and *TaPEX11.4* in the tolerant genotype, and downregulation of *TaPEX11.3*, *TaFIS1A*, *TaDRP5B*, *TaHSP90*, and *TaSOD* (Figs. 7–9)*.* Gene-to-trait correlations further linked these hub genes to phenotypic performance (Fig. 11). *TaHSP70*, *TaCAT1*, and *TaPEX11.4* displayed similar correlation patterns with grain yield, TSS, and proline in both genotypes, with stronger associations in Misr2, particularly for *TaHSP70* (Fig. 11A*)*. In contrast, *TaSOD* and *TaDRP5B* reversed their correlations with all measured traits, including yield (Fig. 11), between tolerant and susceptible genotypes.

These coordinated expression and correlation patterns were integrated into genotype-specific regulatory network models, revealing a highly structured network in Misr2 and a fragmented architecture in Line4 (Fig. 12).

## Discussion

This study reveals distinct regulatory mechanisms of thermotolerance in wheat by comparing heat-tolerant and heat-susceptible genotypes under field-induced heat stress. We address a key knowledge gap on how heat-stress signaling pathways, osmoprotectants, and coordinated phenotypic–genotypic defenses interact. Our results identify a previously unreported crosstalk among heat shock proteins (*TaHSP70, TaHSP90*), antioxidant enzymes (*TaCAT1, TaSOD*), and peroxisome biogenesis genes (*TaPEX11.3, TaPEX11.4, TaFIS1A, TaDRP5B*) absent from current PPI databases. Disruption of this network’s correlations appears to underlie reduced heat tolerance in the studied wheat genotypes, Misr2 (heat-tolerant) and Line 4 (heat-susceptible).

### Differential mechanisms of heat stress response

A comparative schematic representation (Fig. 13) summarizes the physiological, biochemical, and transcriptional changes of wheat to heat stress. Both genotypes showed elevated oxidative stress (H₂O₂) under heat stress. Notably, the heat-tolerant Misr2 mounted a more coordinated response, accumulating higher total soluble sugars and proline—enhancing osmotic adjustment and stabilizing proteins and membranes. Antioxidant enzyme activities (CAT, POX, SOD) increased in both genotypes but aligned more closely with peroxisome abundance in the heat-tolerant genotype.

**Fig. 13:**
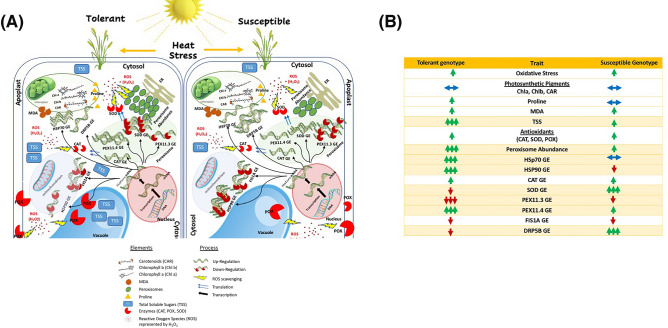
Integrated heat stress response in tolerant (Misr2) and susceptible (Line4) wheat genotypes. (**A**) Mechanistic model illustrating genotype-specific responses under heat stress. The schematic highlights coordinated regulation among reactive oxygen species (ROS, shown as H₂O₂), antioxidant enzymes (CAT, POX, SOD), osmoprotectants (MDA, TSS, proline), peroxisome biogenesis genes (*TaPEX11.3****,**** TaPEX11.4, TaFIS1A, TaDRP5B*), and heat shock proteins (*TaHSP70, TaHSP90*). The tolerant genotype exhibits stronger transcriptional activation, enhanced protein stability, and more effective ROS detoxification, contributing to cellular protection and photosynthetic pigment stability. (**B**) Comparative summary of physiological and molecular responses to heat stress. Green upward arrows indicate increases or upregulation; red downward arrows indicate decreases or downregulation; blue double-headed arrows indicate no significant change. All responses are relative to non-stressed controls. Quantitative data support this schematic, capturing trait-level divergence between genotypes. The legend explains the molecular elements and regulatory processes shown in the diagram.

Gene expression analysis revealed a strong upregulation of *TaHSP70, TaPEX11.4*, and *TaCAT1* in the heat-tolerant genotype, and a downregulation of *TaSOD, TaPEX11.3*, *TaFIS1A,* and *TaDRP5B*, with only a slight upregulation of *TaHSP90*, reflecting balanced ROS detoxification and peroxisomal proliferation. In contrast, the heat-susceptible genotype upregulated *TaCAT1, TaSOD,* and *TaDRP5B*. It downregulated *TaHSP90, TaPEX11.3*, and *TaFIS1A,* with minimal change in *TaPEX11.4,* suggesting activation of antioxidant and peroxisome division–related stress responses, but limited coordination with HSP-mediated protective mechanisms. Despite the increase in peroxisome abundance in response to heat stress, the integration of this response with antioxidant and osmoprotective mechanisms appeared less effective than in the heat-tolerant genotype. Photosynthetic pigments (Chl a, Chl b, and carotenoids) remained stable in both genotypes, indicating stable photosystems under heat stress. Our findings are consistent with^12^, who reported that heat-tolerant wheat genotypes accumulate higher levels of heat-tolerance–associated biochemical markers, such as proline and total soluble sugars, and exhibit greater relative fold expression of stress-responsive genes compared to heat-sensitive genotypes. In their study, heat-sensitive genotypes also showed a more pronounced decline in grain yield than tolerant genotypes under late sowing conditions^12^.

### Phenotype–genotype associations

#### Peroxisome biogenesis machinery network

Peroxisomes are central to plant stress adaptation by regulating ROS scavenging and maintaining cellular homeostasis^26,33,34^. Advances in high-throughput peroxisome quantification^29–31,35^ have established peroxisome abundance as a phenotypic biomarker for abiotic stress tolerance. Under heat stress, both wheat genotypes increased peroxisome numbers; however, the heat-tolerant genotype maintained a higher absolute abundance, whereas the susceptible genotype showed a greater relative increase than its control. This pattern is consistent with stress-induced peroxisome proliferation reported under elevated oxidative load or increased cellular stress demand**,** rather than constitutive peroxisome maintenance^25,26,33^.

Grain yield correlations revealed that in the susceptible genotype, increased peroxisome abundance was negatively associated with productivity, suggesting a stress-induced, compensatory response that may divert metabolic resources away from growth and yield formation. In contrast, the heat-tolerant genotype showed positive correlations between peroxisome abundance and protective traits, such as TSS and proline, suggesting a more coordinated integration of peroxisome dynamics with osmoprotective and oxidative-stress-mitigation mechanisms. Similar associations between stress-induced peroxisome proliferation, oxidative load, and growth or yield trade-offs have been reported in plants under abiotic stress^8,25,26,33^.

At the transcriptional level, *TaPEX11.4* induction paralleled peroxisome accumulation in both genotypes, but *TaPEX11.3* was notably downregulated in the heat-susceptible genotype, suggesting functional decoupling or temporal shifts in isoform contribution. *TaFIS1A*, an organelle fission factor, was also downregulated under heat stress in both genotypes. Across most traits, *TaFIS1A* showed negative correlations, but it was positively associated with grain yield and Chl b, suggesting a potential link to pigment maintenance rather than broad stress protection. In the susceptible genotype, *TaFIS1A* also correlated positively with carotenoids, indicating a genotype-specific connection to photoprotective pigment dynamics that may not directly reflect peroxisome proliferation efficiency. **S**imilar isoform-specific regulation of PEX genes, stress-dependent modulation of organelle fission factors, and functional coupling between redox metabolism and photosynthetic pigment maintenance have been reported under abiotic stress conditions^8,25,36,37^.

The heat-tolerant wheat genotype appears to rely on a high constitutive peroxisome pool, with targeted induction of *TaPEX11.4* under heat stress. By contrast, the susceptible genotype strongly upregulated *TaDRP5B*, a gene encoding a dynamin-related protein required for chloroplast division^38,39^. Together with its negative correlation with carotenoids, this pattern is more consistent with chloroplast remodeling and photoprotective adjustment rather than enhanced peroxisome division^8,40^.

#### Antioxidant enzyme network

Heat stress increased H₂O₂ and MDA levels in both genotypes, indicating increased oxidative stress. H₂O₂ functions as both a damaging agent and a redox signaling molecule, whereas MDA represents a lipid peroxidation–derived reactive carbonyl species associated with oxidative damage and potential secondary regulatory effects^41,42^. The tolerant genotype accumulated higher TSS and proline, both of which correlated positively with peroxisome abundance, suggesting enhanced osmotic adjustment alongside ROS management.

Antioxidant enzymes (SOD, CAT, POX) were active in ROS scavenging in both genotypes, but their regulation differed. The heat-tolerant genotype exhibited higher SOD activity despite lower *TaSOD* transcript levels, suggesting post-transcriptional regulation via mRNA stability or protein turnover^43^. CAT activity was stable across genotypes, reflecting its constitutive role at the evaluated wheat growth stage. At the same time, POX contributes to fine-tuning cellular H₂O₂ levels and thereby indirectly influences ROS-mediated signaling processes, in addition to its scavenging function^44^.

Gene–phenotype associations further highlighted genotype-specific strategies in heat-adaptative responses of wheat. Both genotypes upregulated *TaCAT1* under heat stress, confirming its central role in ROS detoxification^45^. In the susceptible genotype, *TaCAT1* and *TaSOD* expression correlated negatively with grain yield and photosynthetic pigments but positively with oxidative damage markers (H₂O₂, MDA) and osmolytes**,** suggesting a reactive, damage-driven antioxidant response typically associated with elevated oxidative burden rather than effective stress tolerance^8,46^. In the heat-tolerant genotype, *TaCAT1* maintained positive correlations with most traits, whereas *TaSOD* showed the opposite pattern, correlating negatively with all measured traits except yield. This uncoupling between transcript abundance and enzyme activity supports the contribution of post-transcriptional regulatory mechanisms in sustaining thermotolerance**,** as widely reported under heat and other abiotic stresses^43,47^.

#### Heat shock protein network

Heat shock proteins safeguard cellular structures and modulate stress signaling. In plants, HSP70 family members primarily function as cytoprotective chaperones that maintain proteostasis under heat stress**,** whereas HSP90 is more closely associated with the regulation of stress signaling components, including heat shock transcription factors and kinase cascades^48–50^. In the heat-tolerant genotype, elevated *TaHSP70* expression coupled with reduced *TaHSP90* expression suggests a functional shift toward enhanced protein protection at the anthesis stage^17^. In both genotypes, *TaHSP70* showed a positive correlation with H₂O₂, consistent with ROS-mediated activation of HSP expression, a well-established mechanism linking oxidative signaling to heat shock responses^51^.

Photosynthetic pigments, including chlorophylls and carotenoids, remained stable under heat stress in both genotypes, likely reflecting long-term acclimation under field conditions rather than acute stress responses^52,53^. Carotenoids serve as key antioxidants, protecting the photosynthetic machinery during light harvesting and dissipating excess excitation energy^54,55^. Notably, despite unchanged carotenoid content, grain yield correlations with carotenoids diverged sharply between genotypes: positive in the heat-tolerant genotype and negative in the susceptible genotype**.** This contrast suggests genotype-specific differences in how carotenoid-associated photoprotective capacity relates to productivity under heat stress, rather than changes in carotenoid content itself.

Network-level correlations in the heat-tolerant genotype revealed a positive association between carotenoids and *TaHSP70*, indicating coordinated regulation of pigment- and chaperone-related traits within the stress-response network. In contrast, this association was negative in the susceptible genotype, suggesting genotype-specific differences in the relationship between carotenoid status and HSP70 expression under heat stress. Both *TaHSP70* and carotenoids are known to contribute to cellular stress mitigation by stabilizing proteins and protecting against oxidative damage^48,49,55^. *TaDRP5B* expression was negatively correlated with carotenoids in both genotypes, potentially reflecting altered chloroplast dynamics associated with stress responses rather than direct effects on pigment stability^38,39^.

### Crosstalk between the three networks

The three molecular networks—peroxisome biogenesis, antioxidant defense, and heat shock proteins—exhibited distinct yet interconnected regulation under heat stress. In the heat-tolerant genotype, peroxisome abundance correlated positively with *TaCAT1* and *TaHSP70* but negatively with *TaSOD* and *TaHSP90*, consistent with a coordinated transition from stress perception toward balanced ROS detoxification and proteostatic maintenance. Carotenoids and *TaHSP70* formed a cooperative module, while peroxisomes and *TaCAT1* anchored the antioxidant–organelle interface.

In the susceptible genotype, network integration was weaker and less coordinated: peroxisome proliferation coincided with higher levels of oxidative damage markers, and co-regulation of *TaCAT1* and *TaSOD* was more closely associated with oxidative stress indicators than with yield stability. Associations between carotenoids and stress-related traits also differed from those observed in the tolerant genotype, suggesting altered coupling between photoprotective components and chaperone responses.

Correlation polarity shifts between networks, particularly for *TaSOD*, *TaDRP5B*, and carotenoids, highlight genotype-specific rewiring of stress-response modules. Together, this integrated phenotype–genotype framework indicates that thermotolerance in wheat depends not only on the capacity of individual protective networks but also on their ability to coordinate dynamically under a defined heat stress condition.

### Modular gene network reorganization supports wheat thermotolerance

This study reveals a distinct transcriptional coordination pattern underlying genotype-specific heat stress responses in wheat, characterized by a modular network architecture with dynamic hub genes and context-sensitive peripheral modules. Correlation-based network analysis identified *TaHSP70, TaCAT1,* and *TaPEX11.4* as central hub genes that exhibited extensive polarity shifts in their gene–gene interactions between heat-tolerant and heat-susceptible wheat genotypes. These genes were also upregulated in the tolerant background, supporting their involvement in genotype-specific stress regulation. In contrast, *TaPEX11.3, TaFIS1A, TaDRP5B, TaHSP90, and TaSOD* maintained consistent internal co-regulation but showed reversed correlations with the hub genes across genotypes. These connectivity changes suggest altered regulatory alignment between antioxidant and peroxisomal pathways under heat stress.

A key observation was the divergence in gene-to-phenotype correlations. While *TaHSP70, TaCAT1, and TaPEX11.4* maintained consistent correlation directions with key phenotypic traits in both genotypes, their associations were stronger in the tolerant genotype, particularly for *TaHSP70*. In contrast, *TaSOD* and *TaDRP5B* exhibited fully reversed correlations across all evaluated traits, including grain yield. These two genes, therefore, represent potential phenotype-level switching nodes, whose contributions to stress performance may shift depending on genotype context, consistent with network-based models of stress-response plasticity and context-dependent gene function^56,57^.

By comparison, *TaPEX11.3, TaFIS1A,* and *TaHSP90* showed more limited polarity shifts and weaker or conserved trait correlations, suggesting that their roles may be more context-dependent within the broader stress-response network. Together, these findings support a modular view of transcriptional regulation under heat stress, in which genotype-specific rewiring of hub gene connectivity and peripheral gene–trait relationships contribute to phenotypic differences in stress adaptation. To our knowledge, this is the first report to link correlation polarity switching at both transcriptional and phenotypic levels with heat tolerance in wheat, providing a conceptual framework for future functional validation and stress-resilient crop improvement strategies.

## Conclusions

This study integrates physiological traits, gene expression profiles, and grain yield data to elucidate mechanisms underlying heat tolerance in two contrasting wheat genotypes. The heat-tolerant genotype, Misr2, possessed better coordination of responses related to antioxidants, peroxisomes, and HSPs than the heat-sensitive wheat line, Line4. Misr2 accumulated a higher amount of total soluble sugar (TSS) and transcription of *TaPEX11.4* and *TaHSP7*0 than Line4, which reflects greater metabolic and proteostatic protection in response to heat stress.

There was an increase in the levels of MDA in heat-stressed plants of all genotypes, while the response of proline was genotype-dependent, rather than being the same in all genotypes. There was also an induction of *TaCAT1* in heat-stressed Misr2 and Line4, suggesting the constitutive role of the enzyme in the antioxidant system rather than genotype-related expression. There was no significant difference in the expression of *TaCAT1* between the genotypes, suggesting that heat tolerance can be a function of regulatory systems rather than the expression of the enzyme itself.

The difference in expression patterns between *TaHSP70* and *TaHSP90* in Misr2 is in line with functional differentiation between the promotion of chaperone-mediated protein protection and modifications in stress-associated signaling components regulation, not requiring temporal relationships based on single time point sampling. The disparity between *TaSOD* transcripts expression and SOD activity reinforces the view that post-transcriptional regulation exists as an adaptation for thermotolerance.

Gene-trait network analysis showed that thermotolerance has a module structure, in which *TaHSP70*, *TaCAT*1, and *TaPEX11.4* are hubs showing a genotype-dependent reversal of correlation polarity, and *TaSOD* and *TaDRP5B* represent phenotype-switching nodes. The positive correlations between yield-related traits and *TaPEX11.4, TaHSP70, TaCAT1*, and peroxisome density indicate their potential use as biomarkers for identifying heat-tolerant wheat lines, in terms of network behavior. Although further research is needed to confirm these results in other wheat genetic lines and environments, a functional approach to combine physiological and genetic traits for wheat improvement at increased temperatures is provided here.

## Materials and methods

### Plant material and stress treatments

Two contrasting spring bread wheat (*Triticum aestivum* L.) genotypes were used: Misr2 (SKAUZ/BAV92), a thermotolerant cultivar, and Line4 (KINGBIRD#1//INQALAB91*2/TUKURU), a thermosusceptible line. Misr2 seeds were obtained from the Agriculture Research Center, Giza, Egypt, while Line4 seeds were imported from CIMMYT, Mexico. Both genotypes were selected from a panel of 20 wheat genotypes based on evaluation trials conducted over two successive seasons using late sowing procedures^3^. The study re-evaluated two genotypes (Misr2 and Line4) under two sowing conditions: the expected sowing date (November 28th) and a late sowing date (January 24th). Heat stress was imposed by delaying the sowing date by 57 days beyond the normal planting time, a widely used field-based approach for inducing terminal heat stress in wheat^2,58^. Sampling occurred during anthesis. Figure S1 presents the average seasonal minimum and maximum temperatures for both conditions, as well as the temperatures at sampling time. On the day of sampling, the maximum temperatures were about 26.6 and 33.5 °C, for regular and late sowing, respectively. Both genotypes were cultivated in the field within 1.0 × 1.0 m^2^ plots with a row-to-row spacing of 25 cm for each sowing date at the Cairo University Research Farm, Giza, Egypt, in clay-loam soil characterized by the following physicochemical properties: sand (33.1%), silt (34.6%), clay (32.3%), pH (7.49), and electrical conductivity (E.C., 1.58 dS/m). Surface supplementary irrigation was applied as needed throughout the wheat growth period. All agricultural practices followed standard wheat-growing protocols. The Egyptian Meteorological Authority (EMA) recorded maximum and minimum temperatures at regular intervals during the 2019/2020 growing season.

### Sampling protocol

The flag leaves from internal rows were collected from both genotypes at the 7^th^ day after anthesis (DAA) in triplicate for each genotype and treatment. Samples were immediately frozen in liquid nitrogen and stored at − 80 °C until further use. Sampling was performed at 1:00 PM, when solar radiation was perpendicular to the surface, to minimize temperature variations. At the end of the season, all plants were harvested, and grain yield per square meter was measured for both genotypes and treatments.

### Phenological and biochemical parameters

The endogenous content of H_2_O_2_ was measured following the method of Velikova et al.^59^. Chlorophyll a (Chl a) and b (Chl b) and carotenoids (CAR) in wheat leaves were calculated according to Lichtenthaler and Buschmann^60^. Proline content was determined using the ninhydrin method as described by Bates et al.^61^. Total soluble sugars (TSS) were quantified using a glucose calibration curve, as described by DuBois et al.^62^. Malondialdehyde (MDA) content, a proxy for lipid peroxidation, was assessed according to the protocol of Chen and Wang^63^.

### Enzymatic measurements

Superoxide dismutase (SOD, EC 1.12.1.1) and catalase (CAT, EC 1.11.1.6) were extracted from leaf tissues, and their activities were quantified using a Cary Series UV–Vis spectrophotometer (Agilent Technologies) according to the method of Chen and Wang^63^. Peroxidase (POX, EC 1.11.1.7) enzyme was quantified according to the process of Kumar and Khan^64^.

### Measuring peroxisome abundance

The total protein content was extracted from each biological replicate per genotype and treatment. For each biological replicate, peroxisome abundance was assayed in three technical repeats. The fluorescent probe N-BODIPY was used to detect peroxisome abundance in the protein extracts. Extraction and quantification were performed according to the protocol described by Fahy et al.^29^, using a CLARIOstar. Spectrofluorometer with excitation and emission wavelengths set at 490 and 530 nm, respectively.

### Gene expression profiling using quantitative real-time PCR (qRT-PCR)

Total RNA was extracted from wheat leaves using the GeneJET™ Plant RNA Purification Mini Kit (ThermoFisher), following the manufacturer’s instructions. RNA quality and quantity were evaluated using a NanoDrop™ One/OneC Microvolume UV–Vis Spectrophotometer (ThermoFisher), and concentrations were adjusted to 50 ng/μL. First-strand cDNA was synthesized using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). Quantitative PCR (qPCR) was performed using PowerUp™ SYBR™ Green Master Mix (Thermo Fisher) in 20 μL reactions, with three biological and three technical replicates per sample.

Primers for the target genes, including the wheat housekeeping gene *Actin-7*^65^ (GenBank accession XM_044594643.1), were designed using Primer-BLAST software (NCBI), which integrates Primer3 (version 2.5.0) for primer design and employs BLAST and global alignment algorithms to screen primer pairs against the wheat genome and transcriptome databases (Table 1). This process ensured specificity by avoiding primer pairs with potential cross-homology to non-target gene transcripts. 

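All 9 transcripts matched a protein-coding gene of the NCBI RefSeq annotation of the IWGSC CS RefSeq v2.1 assembly. The primers for *TaHSP70* are CTTCGTCCAGGAGTTCAAGC and GTCGATCTCGATGGTGGTTT, and the transcript belongs to LOC542820. The transcript of *TaHSP90* belongs to LOC100682500, that of *TaSOD* to LOC123169213 and that of *TaCAT1* to the gene of that name. *TaPEX11.3* is LOC123097705, *TaPEX11.4* is LOC123046015, *TaFIS1A* is LOC123130823 and *TaDRP5B* is LOC123102852. The primers for *TaPEX11.4* are CAACCCGTTCTGCAACCAC and TTCCTATACCACCCAGCCCA. Table 1 lists 3 homoeologous genes for each target, so a Ct value can combine transcripts of the A, B and D subgenomes. The reference gene *Actin-7* is LOC123182166, with the primers GGTCCAAACGAAGGATAGCA and GCGGTCGAACAACTGGTATT.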

The designed primers were synthesized using the Invitrogen Synthesis Facilities Service (Town, Country).

**Table 1:** A list of target genes, specific primers used for the quantitative real-time PCR (qRT-PCR).

Genome location	Transcripts	Accession number	Primer sequences (5’-3’)	Primer	Gene
**1D** **1B** **1A**	TraesCS1A02G285000 TraesCS1B02G294300 TraesCS1D02G284000	XM_044594775.1	CTTCGTCCAGGAGTTCAAGC	Forward	HSP70
			GTCGATCTCGATGGTGGTTT	Reverse	
**2A** **2B** **2D**	TraesCS2A02G033700 TraesCS2B02G047400 TraesCS2D02G033200	XM_044598798.1	CGAGTACGGGTGGACGGCCAACAT	Forward	HSP90
			TCTCGAAGAGCAGCATCACGAGGT	Reverse	
**7A** **7B** **7D**	TraesCS7A02G292100 TraesCS7B02G197300 TraesCS7D02G290700	XM_044587054.1	TCCTTTGACTGGCCCTAATG	Forward	SOD/SOD(Cu–Zn)
			CTTCCACCAGCATTTCCAGT	Reverse	
**5A** **4B** **4D**	TraesCS5A02G498000 TraesCS4B02G325800 TraesCS4D02G322700	NM_001405704.1	CAAGAGCGATTCATCAACAGAT	Forward	CAT1
			AGACCAGTAGGAGAGCCAGATG	Reverse	
**4A** **4B** **4D**	TraesCS4A02G117800 TraesCS4B02G186600TraesCS4D02G187900	XM_044519518.1	CGC TAG GGG ACG TGA CTA A	Forward	PEX11.3
			CAG CGC CGA CAG CAA TC	Reverse	
**2A** **2B** **2D**	TraesCS2A02G368300 TraesCS2B02G385400 TraesCS2D02G365100	XM_044469291.1	CAA CCC GTT CTG CAA CCA C	Forward	PEX11.4
			TTC CTA TAC CAC CCA GCC CA	Reverse	
**1A** **1B** **1D**	TraesCS1A02G239800 TraesCS1B02G252000 TraesCS1D02G240000	XM_044550628.1	TCCAAGCAGACTGATGATGTG	Forward	FIS1A
			TGGGCTGGTGGTTTTATCAAGA	Reverse	
**5A** **5B** **5D**	TraesCS5A02G114600 TraesCS5B02G120600 TraesCS5D02G124800	XM_044524285.1	AGGGAGGAAATAGTCAACGCC	Forward	DRP5B
			TCAAATGTGTCGCGTGCTTT	Reverse	
		XM_044594643.1	GGTCCAAACGAAGGATAGCA	Forward	Actin -7
			GCGGTCGAACAACTGGTATT	Reverse	

*HSP* heat shock protein, *SOD* superoxide dismutase, *CAT* catalase, *PEX* Peroxin, *FIS* mitochondrial Fission1, *DRP* dynamin-related protein.

The qPCR thermal cycling conditions followed the manufacturer’s recommendations for the PowerUp™ SYBR™ Green Master Mix on an Applied Biosystems 7500 Fast Real-Time PCR System. The protocol consisted of four stages: an initial uracil-DNA glycosylase (UDG) activation step at 50 °C for 2 min, followed by Dual-Lock™ DNA polymerase activation at 95 °C for 2 min. This step was followed by 40 cycles of denaturation at 95 °C for 3 s and annealing/extension at 60 °C for 30 s. A melt curve analysis was conducted at the end of the amplification cycles to verify the specificity of the PCR products.

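The authors' deposited table gives 3 fold changes for each of the 8 genes in each genotype, 48 values in all. Averaging successive sets of 3 wells and dividing 2^−ΔCt of each stressed replicate by that of the control replicate with the same position gave 47 of the 48 values to within 0.1%. Of the 1680 ordered ways to divide 9 wells into 3 sets of 3, this grouping recovered the most, and the next recovered 18. The value that was not recovered is *TaHSP90* in the first Misr2 replicate. In the results above, each replicate was set against the mean ΔCt of its control group, so that the control replicates also carry an SD.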

Gene expression levels were quantified by calculating fold changes using the 2^(−ΔΔCt) method ± standard deviation (SD) across biological replicates, as described by Livak and Schmittgen^66^.

### Traits analysis strategy

Means and standard deviations were calculated for all measured traits to summarize variation across the two wheat genotypes, Misr2 and Line4, under contrasting sowing conditions. Throughout the manuscript, “control” refers to plants grown under normal sowing dates, and “stress” refers to those exposed to heat stress induced by late sowing.

A two-way ANOVA was then performed in JMP Pro (v8.0; SAS Institute, Cary, NC, USA) to estimate least-squares means (LS means), which adjust for the variance structure and potential data imbalance. Post-hoc comparisons were performed using Tukey’s honest significant difference (HSD) test to determine statistically significant differences among genotype X treatment combinations.

To identify trait–gene expression patterns, principal component analysis (PCA) was performed by integrating nine phenotypic traits with the expression profiles of eight heat-responsive genes. This multivariate approach enabled dimensionality reduction, facilitated genotype/treatment clustering, and revealed coordinated stress-response patterns in Misr2 and Line4. Means and standard deviations for all physiological traits and gene expression data were plotted using GraphPad Prism 8.0 (GraphPad Software, San Diego, CA, USA).

### Network construction approach

Genotype-specific gene co-expression networks were constructed by calculating pairwise Pearson correlation coefficients among the expression values of eight target genes: heat shock protein 70 (*TaHSP70*), heat shock protein 90 (*TaHSP90*), superoxide dismutase (*TaSOD*), catalase 1 (*TaCAT1*), fission protein 1A (*TaFIS1A*), dynamin-related protein 5B (*TaDRP5B*), peroxisomal biogenesis factor 11.3 (*TaPEX11.3*), and peroxisomal biogenesis factor 11.4 (*TaPEX11.4*). Hereafter, gene symbols are used throughout the manuscript.

The correlation coefficients were classified into strength-based categories to facilitate visual clarity (Fig. 12, see the legend for details). These categories were then used to construct genotype-specific co-expression networks, enabling both visual and quantitative comparison of transcriptional coordination under heat stress.

### Protein–protein interaction prediction

The encoded proteins of the studied genes were used as input for protein–protein interaction (PPI) prediction using the STRING database (version 12.0; https://string-db.org)^67^. *Triticum aestivum* was selected as the target organism. The analysis included interaction sources such as experimental data, curated databases, gene co-expression, gene neighborhood, gene fusion, and text mining. A minimum interaction confidence score of medium (≥ 0.400) was applied to filter interactions. The resulting PPI network was visualized to identify potential functional clusters and key interacting proteins. Gene ontology (GO) and KEGG^68,69^ pathway enrichment analyses were also performed within STRING to investigate the biological significance of the interactions.

## Supplementary Information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

## Data Availability

The datasets generated during the current study are publicly available in the NCBI Gene Expression Omnibus (GEO) repository under accession number **GSE326218** (Real-time quantitative PCR analysis of *Triticum aestivum* leaves under heat stress). The dataset includes the following samples: **GSM9625389** (Misr 2, non-stressed), **GSM9625390** (Misr 2, stressed), **GSM9625391** (Line 4, non-stressed), and **GSM9625392** (Line 4, stressed). Additional data supporting the findings of this study are included within the article and its Supplementary Information files.

# Supplementary material for: Crosstalk of heat shock proteins and antioxidants with peroxisome biogenesis supports wheat thermotolerance
**Source:** Sci Rep. 2026 May 10;16:14700. doi: 10.1038/s41598-026-48451-0
**Supplement:** Supplementary file 2 — Supplementary Information 2.

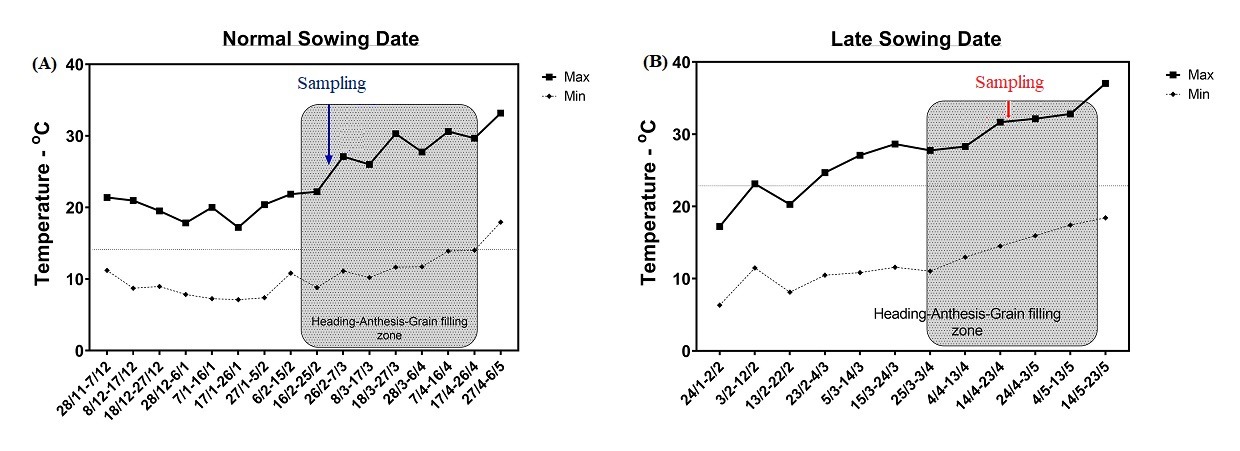

**Supplementary Fig. (S1):** Maximum and minimum air temperatures recorded during the 2019–2020 wheat-growing season, divided into ten-day intervals per month, based on data from the Egyptian Meteorological Authority (EMA). Panel (A) represents the normal sowing date, with sampling conducted at an average temperature of approximately 26.6°C. Panel (B) illustrates the late sowing date, reflecting heat-stress conditions, with sampling conducted at an average temperature of around 33.5°C. The shaded area in both panels highlights the heading–anthesis–grain filling zone.

**Supplementary Table (S1):** Assigned correlation values from Principal Component Analysis (PCA) for key traits in the tolerant genotype (Misr2, top) and the susceptible genotype (Line4, bottom) under heat stress conditions. The abbreviations refer to: HSP gene= heat shock protein gene expression, SOD gene= superoxide dismutase gene expression, CAT gene= catalase gene expression, PEX11.3 gene = peroxin11.3 gene expression, PEX11.4 gene = peroxin11.4 gene expression, FIS1A gene= mitochondrial fission1 gene expression, DRP5B gene= dynamin-related protein 5B gene expression, *Chl* a: chlorophyll a, *Chl* b: chlorophyll b, Car.: carotenoids, TSS: total soluble sugars, H_2_O_2_= hydrogen peroxide, MDA= malondialdehyde, SOD= superoxide dismutase activity, POX = peroxidase activity, CAT= catalase activity, GY/m^2^=grain yield/m^2^.

(Data is in a separate Excel file)

**Supplementary Table (S2):** Raw data for the relative gene expression levels of eight studied genes (*TaHSP70, TaHSP90, TaSOD, TaCAT1*, *TaPEX11.3, TaPEX11.4, TaFIS1A*, and *TaDRP5B*) in wheat genotypes Misr2 (tolerant) and Line4 (susceptible) under heat stress conditions. Expression levels are normalized to the housekeeping gene *TaActin7* and presented as means ± standard deviation from three biological replicates. The table shows genotype-specific expression data for heat shock proteins, antioxidant enzymes, and peroxisome biogenesis-related genes under heat stress. (Data is in a separate Excel file)

How the deposited data were processed for this re-analysis (not part of the article)

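Flag leaves of the wheat genotypes Misr2 and Line4 were sampled from control and heat-stressed plants, which gave 4 groups, each deposited as 1 sample. Per group, 3 biological replicates with 3 technical wells each were measured for 8 target genes by quantitative real-time PCR with 40 cycles. Groups were taken from the sample titles and the data availability statement of the paper. A separate treatment label disagreed with the title for 2 of the 4 samples and was not used.

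The authors deposited raw Ct values of the target genes without normalization, and a table of fold changes that the authors computed as 2^−ΔΔCt, a linear ratio of stress to control after normalization to Actin-7. The deposited Ct values are of target wells, and no Actin-7 Ct was found in the paper or its supplement. The ΔCt values came from the supplementary workbook of the paper, and the Actin-7 Ct subtracted for each well was computed as Ct minus ΔCt. The supplementary workbook holds the same Ct values and fold changes as the deposited tables. It had been read when the designs and alternatives were written, so these were fixed before the deposited tables were opened but not before the values had been seen.

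Which wells make up a biological replicate was taken from the authors' fold changes. Successive sets of 3 wells gave 47 of the 48 deposited fold changes to within 0.1%. The pairing of stressed and control replicates by position, used as the replicate block, comes from the same comparison and not from the labels.

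Technical wells were averaged. For each gene, −ΔCt was fitted with limma 3.58.1 in R 4.3.3, with 1 mean per group and all 4 groups sharing one estimate of the spread, moderated across the 8 genes. Contrasts were stress minus control in each genotype and the difference between these contrasts. P-values were adjusted by the Benjamini-Hochberg method over the 8 genes of a contrast, and genes with an adjusted p-value under 0.05 were counted. The adjusted p-values rest on the spread among 3 replicates, with a median SD of 0.108 cycles for ΔCt. On raw Ct the median SD was 0.0800 cycles between biological replicates, each a mean of 3 wells, and 0.130 cycles between technical wells. Means of 3 wells with that well noise would by themselves spread about as widely on raw Ct. The replicate spread may therefore hold little of the differences between plants. The share of well noise was not estimated for each gene. An exact two-sided permutation test over the 20 arrangements of 3 against 3 was run for each gene, and its smallest possible p is 0.1. Relative expression is 2^−ΔΔCt against the mean ΔCt of the control of the same genotype. The same limma model was fitted to −Ct and to the subtracted Actin-7 Ct. Tables and tests were made with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1.

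Pearson coefficients were computed over the 6 replicates of a genotype for the 28 gene pairs and counted by sign and by the classes of the Fig. 12 legend. No p-value was attached to them, since control and stress form separate clusters of 3 replicates.

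The limma model was tested on simulated data, 100 panels of 8 genes with the observed replicate spread. Of 800 simulated log2 changes of 1 in either direction, 800 were called with the right sign, and 25 of 800 unchanged values (3.13%) were called. A change of 1 is far above the replicate spread, so its recovery was all but certain. Smaller changes and shifts of the Actin-7 Ct were not simulated, so the directions that depend on these shifts were not tested.

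The alternatives were a common Actin-7 Ct per replicate (the median over the 8 genes), no reference gene, the mean of the 8 target genes, wells as replicates, the median of technical wells, the linear scale, a replicate block, separate fits per genotype, leaving out wells above 35 cycles, variances without moderation, and leaving out each replicate in turn. For the gene pairs they also included the −ΔCt scale and Spearman's coefficient.

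The genes named are the 8 targets and Actin-7, a rule set with the designs. PCR efficiency was not measured here, so a cycle is read as a factor of 2. The depth of a Ct value has no count behind it, and 27 of the 288 wells were above 35 cycles. Each Ct can combine homoeologous transcripts. Gene names come from the paper and from the annotation of the IWGSC CS RefSeq v2.1 assembly, to which 9 of 9 transcripts matched. No genomic positions are given, since the deposited tables name no genome build. The physiological traits, protein interactions and principal components of the paper were not analysed here.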

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

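The tests in this part were chosen after the results were seen.

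The Actin-7 Ct subtracted from the target genes, which the paper's text does not list, differed between genes of the same group. Its range over the 8 genes was 3.00133 cycles in the Misr2 control, 3.31 cycles in stressed Misr2, 5.1 cycles in the Line4 control and 4.05 cycles in stressed Line4, against a largest SD between replicates of 0.361 cycles for any gene and group. A cDNA sample has one amount of Actin-7 template, so a common value was the prediction. A fixed offset of each gene's run would leave the same stress-minus-control shift for every gene, but this shift had a range of 5.12 cycles over the 8 genes in Misr2. A change of Actin-7 itself under heat stress would also shift every gene alike, and the range in Line4 was 4.91 cycles. Neither explanation is borne out by these values. If the target and Actin-7 wells of a gene had shared a cDNA input that differed between genes, their shifts would rise together. The Pearson coefficient over the 16 comparisons of gene and genotype was 0.0916 (Spearman's coefficient 0.0941, one-sided permutation test of the Pearson coefficient with 100000 resamples, p = 0.368), which leaves this explanation open. The comparisons share samples and are not independent. Other sources were not tested, and the range cannot be told apart from a technical origin.

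The heat response of 7 genes differed between Misr2 and Line4 by the limma interaction contrast. The difference, Misr2 minus Line4, was 1.89 log2 units for TaHSP70, 3.18 for TaHSP90, −4.37 for TaSOD, 1.48 for TaPEX11.3, 1.95 for TaPEX11.4, −0.44 for TaFIS1A and −4.65 for TaDRP5B, with adjusted p-values from 1.07e-24 to 0.0111. The 3 per-replicate changes of one genotype did not overlap those of the other for any of the 8 genes, TaCAT1 included (exact permutation test, p = 0.1, the smallest possible), although these changes carry only the spread of the stressed replicates. Of 100 splits drawn from 200, in which control and stress were reassigned within genotypes, 2 gave as many genes past the threshold. One is the real split and the other exchanges control and stress in one genotype, which turns the difference into a sum of both changes. A biological explanation is a genotype-dependent response to heat. A technical explanation is the Actin-7 Ct subtracted for each gene. Of the 8 differences, 4 changed direction without a reference gene, among them TaCAT1, whose difference had not passed the threshold. The differences of TaSOD, TaFIS1A and TaDRP5B remained negative and that of TaHSP90 positive, and those of TaSOD and TaDRP5B changed direction with a common Actin-7 Ct. Raw Ct carries any unequal cDNA input, so this test does not decide between the explanations. The settings with no reference gene, a common Actin-7 Ct and the mean of the 8 target genes differ from each other by one amount that is the same for all 8 genes, so the changes of direction in them are not separate evidence for each gene. The mean of the 8 target genes also centres the 8 differences on their own mean, so a change of direction with it does not single out a gene. The differences of TaHSP70, TaSOD, TaPEX11.3, TaPEX11.4 and TaDRP5B each changed direction under some other reference. They cannot be told apart from an effect of the reference values. That of TaHSP70 was 2.11 with a common Actin-7 Ct and changed direction on raw Ct (−0.57). That of TaHSP90 remained positive but did not pass the threshold without a reference gene (0.25, limma adjusted p = 0.105), and with the mean of the 8 target genes it was 2.18 and that of TaHSP70 1.36, both past the threshold. The difference of TaFIS1A was negative and past the threshold with a common Actin-7 Ct (−0.83), without a reference gene (−3.52) and with the mean of the 8 target genes (−1.59), but did not pass it on the linear scale.

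For the counts within genotypes, 1 of the 10 splits of the 6 Misr2 replicates, the real one, gave as many genes past the threshold with ΔCt, and 1 of 10 with raw Ct. In Line4 this was 1 of 10 with ΔCt and 1 of 10 with raw Ct. With 3 replicates against 3 the share is never under 0.1. In 4 of the 10 splits of a genotype, every pair of same-numbered replicates is parted, and 1 of these 4, the real one, gave as many genes with ΔCt in Misr2 and likewise 1 in Line4.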

How the results depend on the processing

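The alternatives were fixed before the deposited tables were opened, after the supplementary workbook with the same values had been read. The counts of genes past the threshold were 8 in Misr2, 7 in Line4 and 7 for the difference between genotypes. All 16 changes in a genotype kept their direction and their side of the threshold with wells as replicates, the median of technical wells, the linear scale, the replicate block, separate fits and variances without moderation. This was also so in the 96 values from fits that each left out one replicate. With the replicate block, which pairs replicates by position, the counts were 8, 7 and 7, and 7 genes had a raw Ct change in Line4 against 6 without it. The correlation of same-numbered deviations was 0.154 in Misr2 and 0.156 in Line4.

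The choice of reference moved the results. The 3 other references differ from each other, within a genotype, by one amount for all 8 genes, so their reversals are not independent. On raw Ct without a reference gene, 6 changes reversed. These were TaHSP70 (−0.46), TaCAT1 (−1.89) and TaPEX11.4 (−1.04) in Misr2, and TaSOD (−0.20), TaPEX11.3 (0.32) and TaDRP5B (−0.55) in Line4. A common Actin-7 Ct reversed 5, TaCAT1 in Misr2 (−0.32) and TaHSP70 (−1.003), TaSOD (−1.32), TaPEX11.4 (−0.21) and TaDRP5B (−1.66) in Line4. With the mean of the 8 target genes, 5 reversed, TaSOD (0.19), TaPEX11.3 (0.15) and TaDRP5B (0.077) in Misr2 and TaPEX11.3 (0.62) and TaDRP5B (−0.25) in Line4. The number of genes past the threshold in Misr2 was then 5, while 1 other change became weaker and 1 stronger. The reversed changes of TaSOD in Line4 without a reference gene, TaPEX11.4 in Line4 with a common Actin-7 Ct, and all 3 in Misr2 with the mean of the 8 target genes did not pass the threshold. A change normalized to Actin-7 is the raw change plus the shift of the subtracted Actin-7 Ct. The raw Ct reversals therefore follow from these shifts, as for TaHSP70 in Misr2 with a shift of 2.53 cycles. What caused the shifts was not settled.

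For the difference between genotypes, 4 reversed without a reference gene, TaHSP70 (−0.57), TaCAT1 (−3.83), TaPEX11.3 (−2.39) and TaPEX11.4 (−1.95). TaCAT1 (−1.14), TaSOD (0.85) and TaDRP5B (1.09) reversed with a common Actin-7 Ct. With the mean of the 8 target genes, 5 reversed, TaCAT1 (−1.90), TaSOD (0.10), TaPEX11.3 (−0.46), TaPEX11.4 (−0.0195) and TaDRP5B (0.33), of which TaSOD and TaPEX11.4 did not pass the threshold. Here too, the reversals without a reference gene follow from the shifts of the subtracted Actin-7 Ct, whose cause was not settled. The adjusted p of TaCAT1 for this difference, 0.111, ranged from 3.81e-19 to 0.459 over the alternatives. It passed the threshold with the median of technical wells and without Line4 control replicate 1, and, in the opposite direction, under the 3 other references. TaFIS1A did not pass it on the linear scale. TaPEX11.3 did not pass it with a common Actin-7 Ct (0.29, limma adjusted p = 0.0619), and TaHSP90 did not without a reference gene (0.25, limma adjusted p = 0.105).

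The split of higher against lower genes past the threshold was 3 to 5 in Misr2 and 4 to 3 in Line4. It was 2 to 6 and 1 to 6 with a common Actin-7 Ct, 0 to 8 and 3 to 3 without a reference gene, and 3 to 2 and 4 to 3 with the mean of the 8 target genes, which sets the mean of the 8 changes to 0, so that its split and median show no balance of their own. The median log2 change of the 8 genes was −0.74 in Misr2 and 0.37 in Line4. It was −0.48 and −1.16 with a common Actin-7 Ct, −2.05 and −0.05 without a reference gene, and 0.17 and 0.25 with the mean of the 8 target genes.

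Late Ct values were found for TaPEX11.3 and TaHSP90. With wells above 35 cycles left out, no change could be computed for TaPEX11.3 in either genotype or for TaHSP90 in Line4, and the split in Line4 was 4 to 1. The 13 other changes kept their direction and side of the threshold. Only the target Ct was filtered. The Actin-7 Ct subtracted for TaFIS1A in the Line4 control, with a mean of 36.3 cycles, was later than any target well and remained in use. Leaving out one replicate at a time gave from 7 to 8 genes for the difference between genotypes and from 6 to 7 genes with a raw Ct change in Line4. Of the 16 shifts of the subtracted Actin-7 Ct, 15 passed the threshold, and 15 did in each of these fits.

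The number of gene pairs with opposite signs was 12 and ranged from 8 with the mean of the 8 target genes to 16 without a reference gene. Strong pairs in Misr2 numbered 28, and 15 with the mean of the 8 target genes. Strong pairs in Line4 numbered 21, and 7 with wells as replicates, a setting in which Misr2 had 28. The cause was not tested. With Spearman's coefficient there were 19 in Misr2 and 20 in Line4, and Line4 had 20 with the mean of the 8 target genes and 16 without a reference gene, so the larger number in Misr2 was not found with Spearman's coefficient or the mean of the 8 target genes. When each Line4 replicate was left out in turn, there were from 19 to 24 strong pairs.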

Differences from the paper's values

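The paper states that the correlations of TaHSP70 reversed polarity with 5 partners, and 2 were found here. Of the alternatives set before the deposited tables were opened, a common Actin-7 Ct gave 5, and no reference gene gave 4, which is within the 1.5-fold margin used for counts. The other alternatives, including the −ΔCt scale, Spearman's coefficient, wells as replicates, the mean of the 8 target genes and leaving out single replicates, gave 2.

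For TaCAT1, the paper's sentence gives 6 of 7 correlations, in a wording that can be read as reversed or as kept. Read as kept, 5 of the 7 kept their sign here, within the same margin, and 6 did with the mean of the 8 target genes. Read as reversed, as the next sentence of the paper counts reversals for other genes, the number found here was 2. A common Actin-7 Ct gave 5 and no reference gene 4, neither of which is the paper's count but both of which are within that margin, the mean of the 8 target genes gave 1, and the other alternatives gave 2. The coefficients in the paper's Table S1 give 2 reversals for TaHSP70 and 2 for TaCAT1.

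For TaPEX11.4 the paper's count is 3 and the count here was 2, within the margin used. It was 4 without a reference gene, and outside the margin with a common Actin-7 Ct, 5, and with the mean of the 8 target genes, 1. The paper's number of TaPEX11.4 correlations that went from strong in Misr2 to moderate in Line4 is 4, and 1 did so here. A common Actin-7 Ct gave 6 and wells as replicates 6, at the edge of the margin, and the other alternatives gave from 0 to 2. This comparison was added after the values were seen.

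The paper describes TaHSP90 in Misr2 as not significantly altered in one place and as slightly upregulated in another, while its Results and Discussion also name TaHSP90 as lower in the tolerant genotype. The paper's call of no significant change rests on an ANOVA with Tukey's test, which was not run here. The log2 change here was −1.02 (limma adjusted p = 2.57e-08), and it was negative under each alternative. The exact permutation test cannot go below p = 0.1 with 3 replicates against 3. Relative expression in the control is about 0.9 in Fig. 7B, read by eye, and 1.00028 here.

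TaPEX11.4 in Line4 is described as unchanged, a call that rests on an ANOVA with Tukey's test, which was not run here. On the linear scale the limma adjusted p was 0.0202. On the −ΔCt scale the log2 change was 0.57 (limma adjusted p = 2.84e-05). With a common Actin-7 Ct it was −0.21 and did not pass the threshold (limma adjusted p = 0.0786), whereas it was 0.91 without a reference gene (limma adjusted p = 2.47e-09) and 1.20 with the mean of the 8 target genes (limma adjusted p = 1.11e-18). Elsewhere the Discussion of the paper speaks of an induction of TaPEX11.4 in both genotypes.

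The paper describes the Line4 network as dominated by medium to weak correlations. Here 21 of 28 pairs were strong, 7 medium and 0 weak, and with wells as replicates 7 were strong, against 28 in Misr2. The paper describes reversals of TaPEX11.3 and TaFIS1A with TaHSP70, TaCAT1 and TaPEX11.4. Here TaPEX11.3 and TaFIS1A each had 2 reversals, with TaSOD and TaDRP5B. For TaHSP90 the Results of the paper describe none, while its Discussion names TaHSP90 among the genes whose correlations with TaHSP70, TaCAT1 and TaPEX11.4 reversed. None was found here with these 3 genes, and its sign differed with TaSOD and TaDRP5B. The paper describes TaPEX11.3, TaFIS1A, TaDRP5B, TaHSP90 and TaSOD as stably co-regulated, and 6 of their 10 pairs differed in sign here. It describes the TaHSP90 and TaPEX11.4 pair as moderate in Line4, and its coefficient in the paper's Table S1 is −0.842.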

Other observations

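The tests in this part were chosen after the values were seen.

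Of the authors' 48 deposited fold changes, 1 was not recovered, TaHSP90 in the first Misr2 replicate, listed as 0.654 in the authors' deposited table against 0.441 from the ΔCt values. A candidate explanation is that another control value was used for that replicate. The deposited fold change implies a relative expression of 0.675 for it in place of 0.9999. With that value, the largest difference of the 7 TaHSP90 coefficients in Misr2 from the paper's Table S1 fell from 0.164 to 0.00178, and the control mean was 0.892 ± 0.19 (SD, n = 3). The log2 change of TaHSP90 in Misr2 was then −0.83, and control and stressed replicates still did not overlap (two-sided exact permutation test, p = 0.1, the smallest possible). The numbers are consistent with this explanation. Which of the values was measured was not tested, and no biological explanation was tested.

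The 288 raw Ct values carry 6 decimals, and 9 pairs of values share all 6. Among them, 3 wells of TaHSP90 in stressed Line4 hold 35.056232, and 5 pairs join a TaDRP5B well with a TaCAT1 well of the same group whose Ct differs by a whole number of cycles. Random decimals would give 0.0413 pairs on average. None of 10000 simulated sets of random decimals reached that number, and the highest was 2. The share of sets with as many pairs is therefore given as 0.0001, the smallest that 10000 sets can give, and coincidence is not borne out. Between TaCAT1 and TaDRP5B, 15 pairs of values share the last 4 decimals, against at most 1 in each of the 27 other gene pairs and 0.13 by chance. That gene pair was singled out after its values were seen. Of the 288 subtracted Actin-7 values, 75 occur more than once to 4 decimals. For TaSOD in the Line4 control, 7 of 9 wells have the value 33.9338. The same decimals recur for TaSOD in 4 of 9 wells of stressed Misr2, at 30.9338, and in 4 of 9 wells of stressed Line4, at 34.9338. The cause was not tested, and no biological explanation was tested.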
